# A transcriptomics approach uncovers novel roles for poly(ADP-ribosyl)ation in the basal defense response in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pone.0190268

**Published:** 2017-12-28

**Authors:** Amy G. Briggs, Lori C. Adams-Phillips, Brian D. Keppler, Sophia G. Zebell, Kyle C. Arend, April A. Apfelbaum, Joshua A. Smith, Andrew F. Bent

## Abstract

Pharmacological inhibition of poly(ADP-ribose) polymerase (PARP) or loss of *Arabidopsis thaliana PARG1* (poly(ADP-ribose) glycohydrolase) disrupt a subset of plant defenses. In the present study we examined the impact of altered poly(ADP-ribosyl)ation on early gene expression induced by the microbe-associate molecular patterns (MAMPs) flagellin (flg22) and EF-Tu (elf18). Stringent statistical analyses and filtering identified 178 genes having MAMP-induced mRNA abundance patterns that were altered by either PARP inhibitor 3-aminobenzamide (3AB) or *PARG1* knockout. From the identified set of 178 genes, over fifty Arabidopsis T-DNA insertion lines were chosen and screened for altered basal defense responses. Subtle alterations in callose deposition and/or seedling growth in response to those MAMPs were observed in knockouts of At3g55630 (*FPGS3*, a cytosolic folylpolyglutamate synthetase), At5g15660 (containing an F-box domain), At1g47370 (a TIR-X (Toll-Interleukin Receptor domain)), and At5g64060 (a predicted pectin methylesterase inhibitor). Over-represented GO terms for the gene expression study included "innate immune response" for elf18/*parg1*, highlighting a subset of elf18-activated defense-associated genes whose expression is altered in *parg1* plants. The study also allowed a tightly controlled comparison of early mRNA abundance responses to flg22 and elf18 in wild-type Arabidopsis, which revealed many differences. The PARP inhibitor 3-methoxybenzamide (3MB) was also used in the gene expression profiling, but pleiotropic impacts of this inhibitor were observed. This transcriptomics study revealed targets for further dissection of MAMP-induced plant immune responses, impacts of PARP inhibitors, and the molecular mechanisms by which poly(ADP-ribosyl)ation regulates plant responses to MAMPs.

## Introduction

The plant immune system is composed of at least three basic components: pre-formed defenses, infection-induced basal defenses, and *R*-gene mediated defenses [1–3]. Once pre-formed structural barriers are breached, the basal immune response is activated by pattern recognition receptors (PRRs) such as Flagellin-Sensitive 2 (FLS2) and EF-TU Receptor (EFR). PRRs recognize specific ubiquitously-expressed, highly conserved microbe-associated molecular patterns (MAMPs) such as the bacterial flagellin or Elongation Factor-Tu (EF-Tu) proteins. The peptides flg22 and elf18, representing the core epitopes of flagellin and EF-Tu that are recognized by plant receptors, are widely used for research in place of the larger MAMPs. Activated basal defenses include cell wall reinforcement via callose deposition, production of ethylene and reactive oxygen species (ROS), activation of a mitogen-activated protein (MAP) kinase cascade, and elevated expression of defense-associated genes. Arabidopsis seedling growth inhibition in response to MAMPs is an additional phenotype used to quantitatively measure activation of basal defenses [4–6]. Previous studies have demonstrated that disrupting the post-translational modification poly(ADP-ribosyl)ation can disrupt many of these basal responses [7–12].

Poly(ADP-ribosyl)ation is a functional component of the plant response to biotic stress. The poly(ADP-ribose) polymerase (PARP) inhibitor 3-aminobenzamide (3AB) blocks MAMP-induced callose and lignin deposition, phenylalanine ammonia lyase (PAL) activation, and phenylpropanoid pigment accumulation. In addition, knocking out one of two expressed poly(ADP-ribose) glycohydrolase (PARG) genes in Arabidopsis (*PARG1*) exacerbates both MAMP-induced seedling growth inhibition and MAMP-induced pigment accumulation, and causes greater susceptibility to the necrotrophic pathogen *Botrytis cinerea* [7].

Poly(ADP-ribosyl)ation, carried out by poly(ADP-ribose) polymerases, is a common post-translational modification in multicellular eukaryotes [13,14]. PARPs use nicotinamide adenine dinucleotide (NAD^+^) as a substrate to catalyze the synthesis, attachment, and elongation of ADP-ribose polymers to target proteins. PARPs act as DNA damage sensors, since DNA nicks activate some of the most abundant PARP isoforms [15–17]. Activated PARP can also consume large amounts of NAD^+^ and significantly modulate overall cellular levels of NAD^+^ [15,18]. Activated PARP auto-modifies (poly(ADP-ribosyl)ates) itself as well as other nuclear proteins such as histones [19]. This modification can affect chromatin structure, transcription, replication, and DNA repair processes through PARP-mediated recruitment of other proteins [20–22]. PARP activity is also a marker of genotoxic stress responses and programmed cell death in animals. At the organismal level, poly(ADP-ribosyl)ation in animals contributes to the pathology of strokes, ischemia, heart attacks, and chemotherapy treatments [23–25]. Roles of poly(ADP-ribosyl)ation in plant responses to biotic and abiotic stress have also been established [7,10,12,26–29]. DNA damage is also active in infected plant tissues [27].

PARP inhibitors have long been used in animal systems to selectively inhibit PARPs, typically functioning as competitive inhibitors that mimic the nicotinamide moiety of NAD^+^ and disrupt the poly(ADP-ribosyl)ation of proteins. 3AB inhibits PARPs in animals [30–33] and in plants [10,34,35]. As is common in other multicellular eukaryotes, at least three putative PARPs are encoded by the Arabidopsis genome, PARP1 (At2g31320), PARP2 (At4g02390), and PARP3 (At5g22470) [36]. Pharmacological PARP inhibitors can therefore be used to overcome potential functional redundancies, and also allow conditional inactivation of PARP activity. In addition the impacts of 3AB on plant defense noted above, treatment of plants with 3AB or 3-methoxybenzamide (3MB) (another PARP inhibitor) can improve resistance to abiotic stresses such as high light and oxidative damage [10,37,38], inhibit differentiation of tracheary elements [39], protect plants from oxidative and heat shock induced programmed cell death [40,41], and inhibit oxidative stress-induced PAL activity [7,42].

Poly(ADP-ribosyl)ation is a reversible modification. PARG proteins cleaves the sugar backbones of ADP-ribose polymers, [43]. Although PARG activity can reverse the poly(ADP-ribosyl)ation of target proteins, it cannot restore the large amounts of NAD^+^ consumed by PARP, and it may also free PARP substrates for further poly(ADP-ribosyl)ation. PARG activity also can increase cellular pools of toxic, free ADP-ribose, a known cell death signal in mammalian cells [44,45]. Hence, PARG may either counteract or further contribute to the impacts of PARP activation, depending on cellular context [46].

PARG plays an important role in genotoxic stress responses in animals [47–49]. Known animal genomes, including rhesus monkey, cow, marmoset, mouse, human, chimpanzee, drosophila, and rat, encode only one *PARG* gene, and knocking out this single gene in *Drosophila* and mouse leads to accumulation of toxic ADP-ribose polymers and embryonic lethality [50,51]. Arabidopsis is thus a rare example of a eukaryote with two expressed *PARG* genes, which are present due to gene duplication (At2g31865 and At2g31870). Arabidopsis PARG1 has been implicated in circadian rhythm regulation [9], genotoxic stress responses, defense responses [7,52–54], cell division, and development [55].

*PARG1* (also known as *Tej)* was first identified in Arabidopsis in a mutant screen for alterations in circadian clock gene expression [9]. The *parg1* mutant showed accumulation of ADP-ribose polymers, a phenotype which could be abolished by treatment with PARP inhibitor, indicating that PARG1 does, in fact, act as a poly(ADP-ribose) glycohydrolase in Arabidopsis tissue. We have previously reported the biotic stress-related characterization of plants carrying a second or third mutant allele of *parg1*, both of which showed increased susceptibility to necrotroph infection and treatment with the DNA-crosslinking agent mitomycin-C treatment [7,56], and more recent studies have also demonstrated a protective role for both PARG1 and PARG2 in genotoxic stress [53]. *parg1* knockouts also exhibit over-activation of some basal defense responses in response to the MAMP elf18, including phenylpropanoid pigment accumulation and seedling growth inhibition [7,12].

The lack of known cellular pathways involving poly(ADP-ribosyl)ation in plants has meant that there are few implicated targets to examine after establishing that poly(ADP-ribosyl)ation impacts defense responses [54]. We therefore deployed a transcriptomics discovery approach to uncover specific cellular pathways (including but not limited to defense responses) that are impacted by PARP, PARG and poly(ADP-ribosyl)ation. We report here a genome-wide gene expression analysis of the effects of PARP inhibitor and, separately, *parg1* knockout, on early MAMP-induced gene expression in the plant basal defense response. We studied *Arabidopsis thaliana* wild-type (Col-0), 3AB-treated and *parg1-2* T-DNA knockout plants responding to the MAMP elicitors flg22 or elf18. We have uncovered previously unknown roles for folylpolyglutamate synthetase, a toll/interleukin-1 receptor (TIR)-domain containing protein, an F-box domain containing protein, and a pectin methylesterase inhibitor in plant basal defense responses. These results provide possible links between the activation of poly(ADP-ribosyl)ation and induced defense responses.

## Materials and methods

### Plant lines and growth conditions

*Arabidopsis thaliana* (accession Col-0) plants and homozygous *parg1* knockout (SALK_116088) seeds were surface sterilized, plated on solid 1/2X MS media + 1.5% (w/v) sucrose + 1X Gamborg’s vitamins (Sigma, St. Louis, MO, USA), stored at 4°C for 2 days to break dormancy, and then grown at 22°C under short-day conditions (9hr light/15hr dark; 100–150 μmol m^-2^ s^-1^). After 5 days, seedlings were then transferred to 24-well plates (4 seedlings per well) containing 400 μL 1/2X Murashige and Skoog salts (Sigma, St. Louis, MO, USA) + 1.5% (w/v) sucrose + 1X Gamborg’s vitamins media. One 24-well plate of seedlings corresponded to one treatment. Plates were assigned a number 1–12 and randomly placed in a 4 x 3 grid using random sequence generating software (Random.org).

### Treatment conditions

The experimental design included three replicates of nine treatments (Fig 1): 1. Col-0 (wild-type) untreated 1hr; 2. Col-0 + flg22 1hr; 3. Col-0+3AB 1hr; 4. Col-0+3MB 1hr; 5. Col-0 + flg22 3AB 1hr; 6. Col-0 + flg22 + 3MB 1hr; 7. Col-0 + elf18 1hr; 8. *parg1-2* untreated 1hr; and 9. *parg1-2* + elf18 1hr. Each biological replicate included 48 ten day-old Arabidopsis seedlings pooled for each treatment. Plants were pre-treated at two-minute intervals for one hour with either 4 μL 60% DMSO (untreated, no PARP inhibitor) or 4 μL 250mM 3AB (Sigma, St. Louis, MO, USA) (dissolved in 60% DMSO) or 250mM 3MB (Sigma, St. Louis, MO, USA) (dissolved in 60% DMSO). After pre-treatment, which was done to cause PARP inhibition prior to exposure to MAMPs, plates were gently agitated ten times while flat on a countertop to ensure equal mixing. One hour after pre-treatment [12], plants were then treated at two-minute intervals with either 4 μL ddH_2_O (untreated) or 4 μL 1mM flg22 (GenScript, Piscataway, NJ, USA) or elf18 (GenScript, Piscataway, NJ, USA) (final MAMP concentration = 1μM) with no further mixing. One hour after this treatment, seedlings were combined into two pools per treatment (48 seedlings per pool) and snap-frozen. An extra plate of Col-0 seedlings treated with flg22 and flg22+3AB was used to confirm blockage of callose by 3AB 24 hours after flg22 treatment. One additional plate each of Col-0 and *parg1-2* was used to confirm the presence of transgene and reduced *PARG1* mRNA in the *parg1-*2 plants compared to Col-0. The three biological replicates using this method were performed on separate dates.

**Fig 1:**
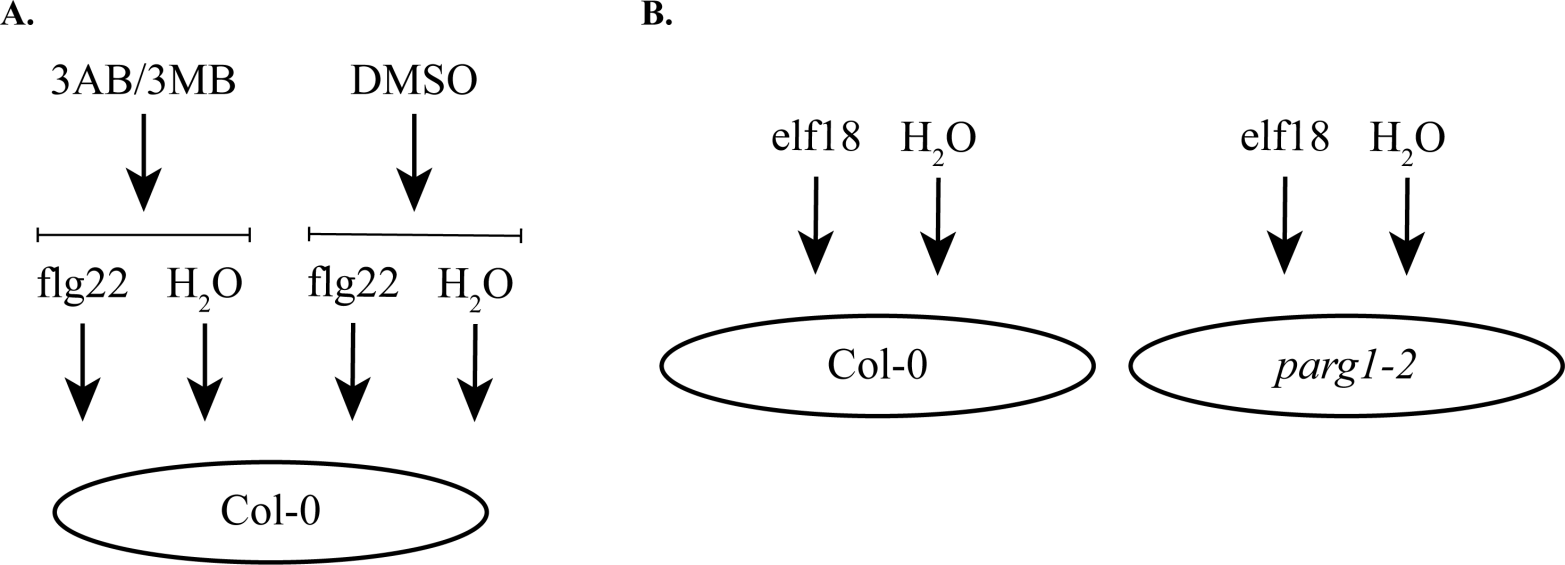
Experimental design. **A.** Three biological replicate pools of 48 ten day-old wild-type (Col-0) seedlings were pre-treated for two hours with either 3AB, 3-MB, or vehicle (DMSO), and then treated for one hour with either flg22 flagellin peptide or sterile H_2_O. **B.** Three biological replicate pools of 48 ten day-old wild-type (Col-0) or *parg1-2* knockout seedlings were treated for one hour with either elf18 EF-TU peptide or sterile H_2_O.

### RNA isolation and cDNA synthesis

Total RNAs were isolated from one pool per treatment per biological replicate using QIAGEN RNeasy mini kit and treated with DNAse using the Qiagen RNase-Free DNAse set (Qiagen, Valencia, CA, USA). RNA quality and concentration was preliminarily verified by spectrophotometry and gel electrophoresis, and then sent to the Gene Expression Center (University of Wisconsin-Madison Biotechnology Center, Madison, WI, USA) for RNA integrity checks, double-stranded cDNA synthesis (NimbleGen Roche, Madison, WI, USA) and cDNA purification. cDNA was then submitted to NimbleGen Roche.

### Array hybridization and initial data analysis

cDNA was labeled with Cy3 and hybridized to a NimbleGen *Arabidopsis thaliana* 60-mer 4-plex 4x72k expression array (30,361 genes, 2 probes per target). Two technical replicates (two locations on one array) were performed. To generate expression data, quantile normalization [57] and robust multichip average (RMA) analysis [58] were performed (NimbleGen Roche, Madison, WI, USA).

Hierarchical clustering was performed on the entire data set, using the average for technical replicates but keeping biological replicates separate, to allow visual inspection of reproducibility across replicates and to identify relative similarity of overall mRNA abundance profiles after the different treatments (Fig 2). For each gene, standardized transcript abundances were calculated with z scores to achieve mean = 0, standard deviation = 1.

**Fig 2:**
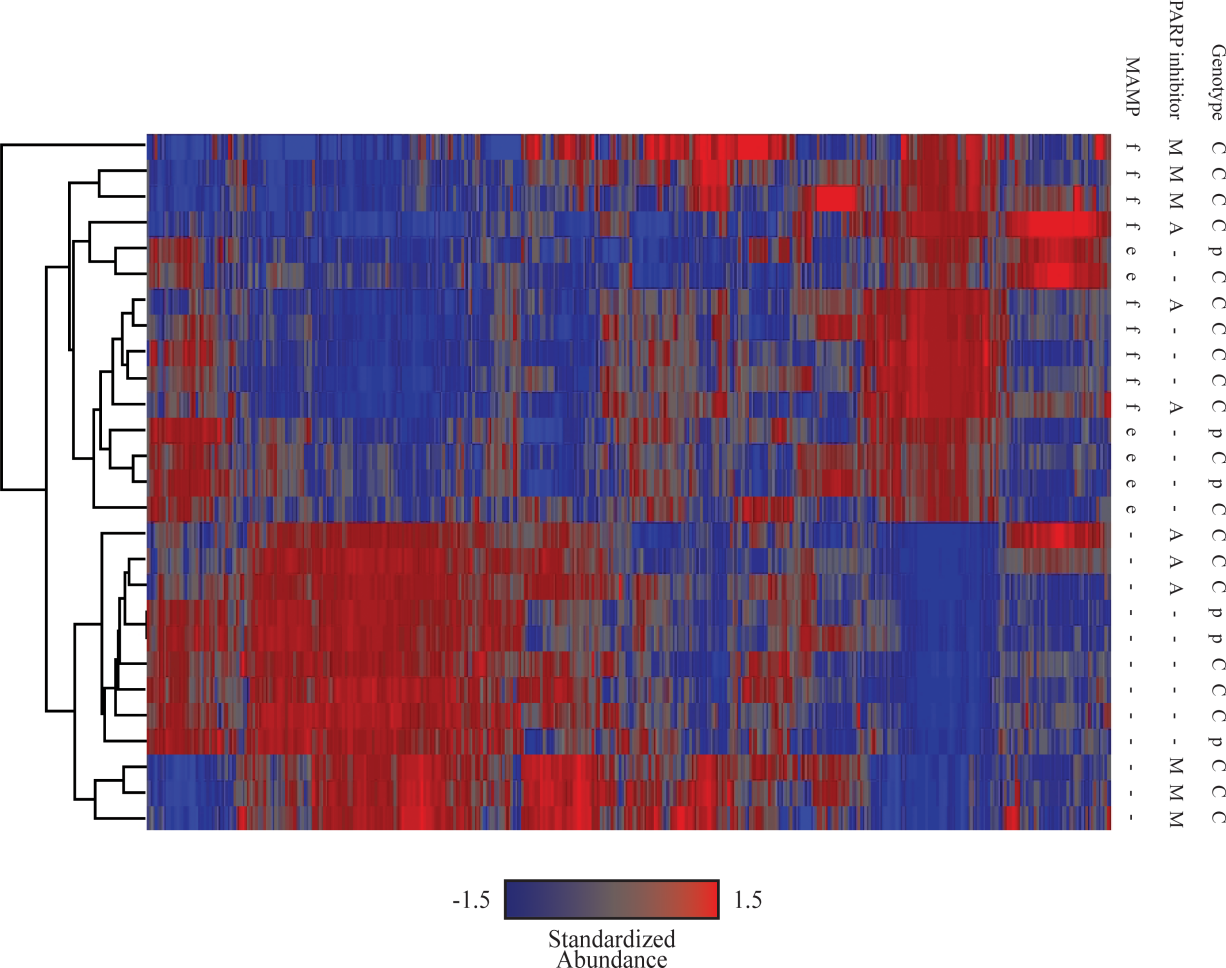
Hierarchical clustering of expression patterns for all 30,387 genes present on 1-plex Nimblegen *Arabidopsis thaliana* array. Standardized transcript abundances (mean = 0, standard deviation = 1) for three biological replicates of nine treatments (Col-0 untreated, Col-0 + flg22, Col-0 + 3AB, Col-0 + 3MB, Col-0 + flg22 + 3AB, Col-0 + flg22 + 3MB, Col-0 + elf18, *parg1-2* untreated, and *parg1-2* + elf18) were used to determine Euclidean distances between treatments and genes, represented by the left and top dendrograms, respectively. f = 1μM flg22, e = 1μM elf18, A = 2.5mM 3-aminobenzmide (3AB), M = 2.5mM 3-methoxybenzamide (3MB), C = Col-0 (wild-type), p = *parg1-2*.

To identify genes exhibiting significant mRNA abundance differences between treatments, relative mRNA abundances for each gene were then calculated from the average of the technical replicates (2) and biological replicates (3) for a total of six replicates per treatment (S5 Table). These values were log_2_ transformed, and further analysis of the data was carried out using Partek Genomics Suite v6.10 (Partek, St. Louis, MO, USA). General analysis of variance (ANOVA) tests of significance were used that give more discriminating q-values for false-discovery rate (FDR) (Benjamini Hochberg) than the typical p-values or q-values captured by many widely-used analysis platforms. Principal components analysis (PCA) revealed mean F ratios for batch (replicate), label (treatment/genotype), and error were 1.71, 17.20, and 1.00, respectively.

To identify genes differentially regulated by MAMP treatment compared with no treatment, whose mRNA abundances after MAMP treatment were then altered by 3AB treatment or *parg1-2* mutation, a number of criteria were applied to the entire data set (Fig 3). For example, for Col-0 flg22 +/- 3AB, a large portion of flg22-regulated genes remain flg22-regulated in the presence of 3AB (i.e., 3AB + flg22 compared to 3AB) or their mRNA abundance was also disrupted by 3AB treatment alone compared to untreated controls (and therefore the differential regulation could not be attributed to MAMP-elicitation). Accordingly, of the genes differentially regulated in Col-0 by flg22 (false discovery rate (FDR) < 0.05, fold-change > 1.3 or < -1.3) [59–62], those genes also differentially regulated with 3AB treatment alone (p < 0.05, fold-change > 1.0 or < -1.0) were subtracted from further analysis (see Fig 3 legend for additional rationale). To diminish Type I errors, the remaining genes were then screened for those that exhibited a significant change in mRNA abundance when comparing flg22 versus 3AB + flg22 (by filtering to remove genes that had p > 0.05 or fold changes < 1.3 and > -1.3 for flg22 versus 3AB + flg22) (Fig 3). Gene name, annotation, and expression data for each gene in the final gene lists are presented in S2 Table.

**Fig 3:**
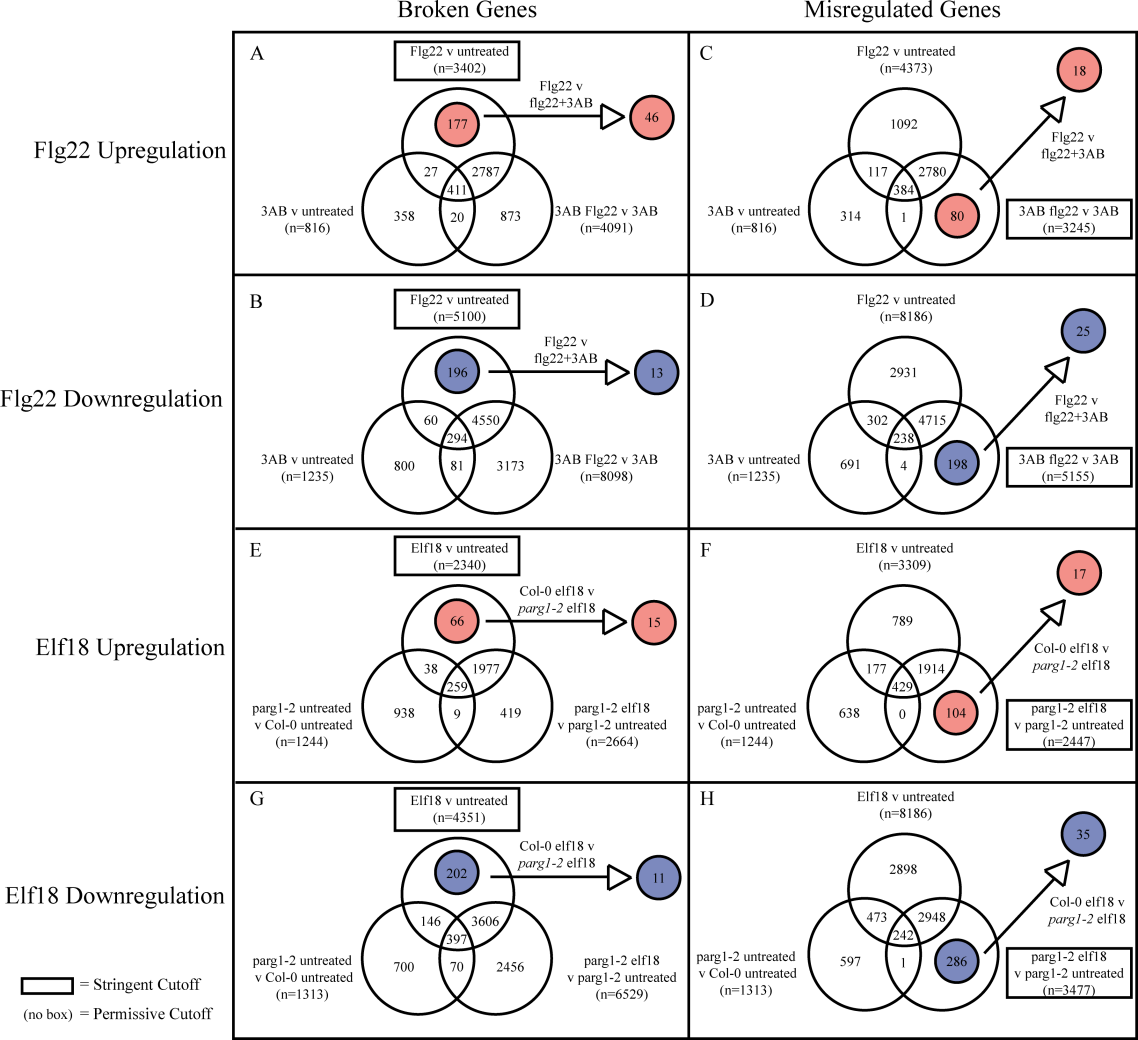
Determination of differentially regulated genes. After initial analysis (see methods), lists of genes differentially regulated between flg22 and flg22 + 3AB (**A-D**) or between Col-0 elf18 and *parg1-2* elf18 (**E-H**) were assembled. Upregulated (red) (**A, C, E, F**) and downregulated (blue) (**B, D, G, H**) genes were determined separately. “Broken” genes were defined for this study as those genes that displayed statistically significant differences in mRNA abundance after treatment with MAMP (flg22 or elf18) (stringent cutoff = FDR <0.05, fold-change>1.3 or <-1.3) versus untreated, but for which MAMP treatment in the presence of 3AB or *parg1-2* did not cause a statistically significant difference (even at the relatively permissive cutoff of p<0.05, fold-change>1.0 or <-1.0). “Misregulated” genes were defined as those genes upon which MAMPs had no statistically significant impact on mRNA abundance in wild-type plants, even using non-stringent cutoff values (p<0.05 and fold-change>1.0 or <-1.0), but for which MAMP treatment did cause significant differences (at stringent cutoff values) in the presence of either 3AB or *parg1-2*. To further reduce the occurrence of Type I false positives, the highlighted gene lists were then filtered once more for flg22 v flg22 + 3AB (p<0.05, fold-change>1.3 or <-1.3) or Col-0 elf18 v *parg1-2* elf18 (p<0.05, fold-change>1.3 or <-1.3).

A similar subtraction and filtering was carried out for the *parg1-2* experiment (Fig 3). From the genes differentially regulated between Col-0 untreated and elf18 (FDR < 0.05, fold-change > 1.3 or < -1.3), those genes also differentially regulated by *parg1-2* untreated versus Col-0 untreated (p < 0.05, fold-change > 1.0 or < -1.0), and/or by *parg1-2* + elf 18 versus *parg1-2* untreated (p < 0.05, fold-change > 1.0 or < -1.0), were subtracted out. A filter for Col-0 + elf18 versus *parg1-2* + elf18 (p < 0.05, fold-change > 1.3 or < -1.3) was then applied to identify genes whose mRNA abundance after MAMP treatment was significantly altered by the *parg1-2* knockout.

### Hierarchical clustering of significantly regulated genes

Hierarchical clusters were generated from combined gene lists (Fig 4: 3AB broken genes + 3AB misregulated genes, *parg1*-broken genes + *parg1*-misregulated genes; Fig 5: elf18-regulated genes + flg22-regulated genes). The entire microarray dataset was filtered as described above to obtain the desired lists, and the resulting gene abundances were standardized by calculating z scores (mean = 0, standard deviation = 1). Row and column Euclidean distances were calculated, and row and column clusters were calculated using average linkage. Column clusters were colored based on a user-determined threshold based on visual analysis of the calculated clusters, and these were used to visualize patterns of gene expression across multiple treatments and/or genotypes. For further visualization, average gene intensities were then calculated for each gene for each relevant treatment/genotype within any one cluster.

**Fig 4:**
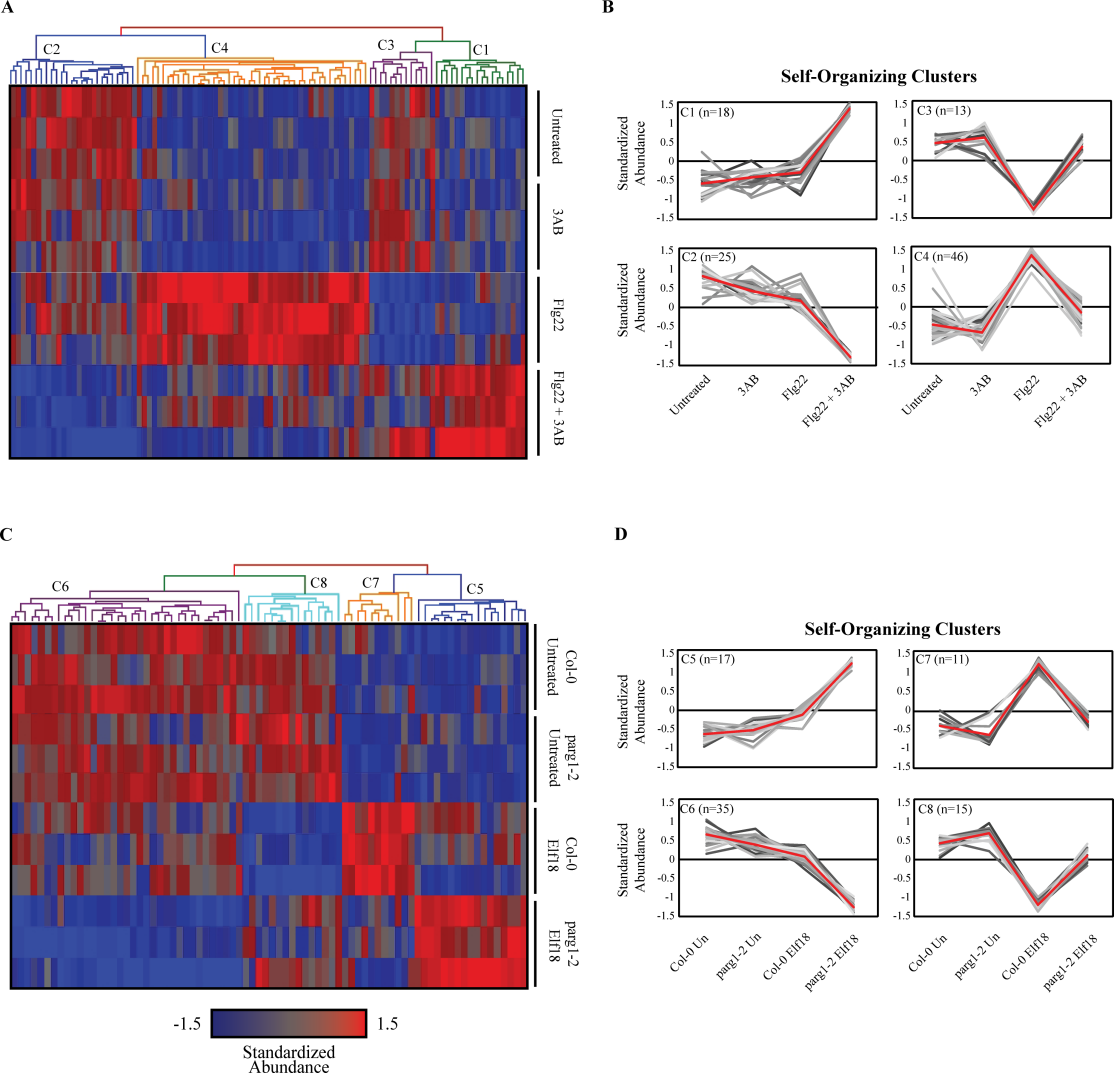
Hierarchical clustering of gene products whose regulation by MAMPs are broken or misregulated by PARP inhibitor or *parg1-2* knockout. **A, C**, Hierarchical clustering of transcript abundance for MAMP-regulated genes identified (see Fig 3) as exhibiting broken or misregulated expression due to 3AB treatment (A, n = 102) or due to *parg1-2* mutation (C, n = 78). Each column represents a single gene and each row a single treatment (all treatments replicated three times); gene abundances standardized to mean = 0, standard deviation = 1.0; red = more abundant, blue = less abundant. Clustering was performed by calculating Euclidean distances on columns, using average linkage scores. **B, D**, Average transcript abundance (y-axis) for each treatment (x-axis), for each gene within the designated color-coded clusters shown at the top of A and C. Red lines denote overall mean mRNA abundance for all genes within the cluster, and grayscale lines represent each individual gene within the cluster.

**Fig 5:**
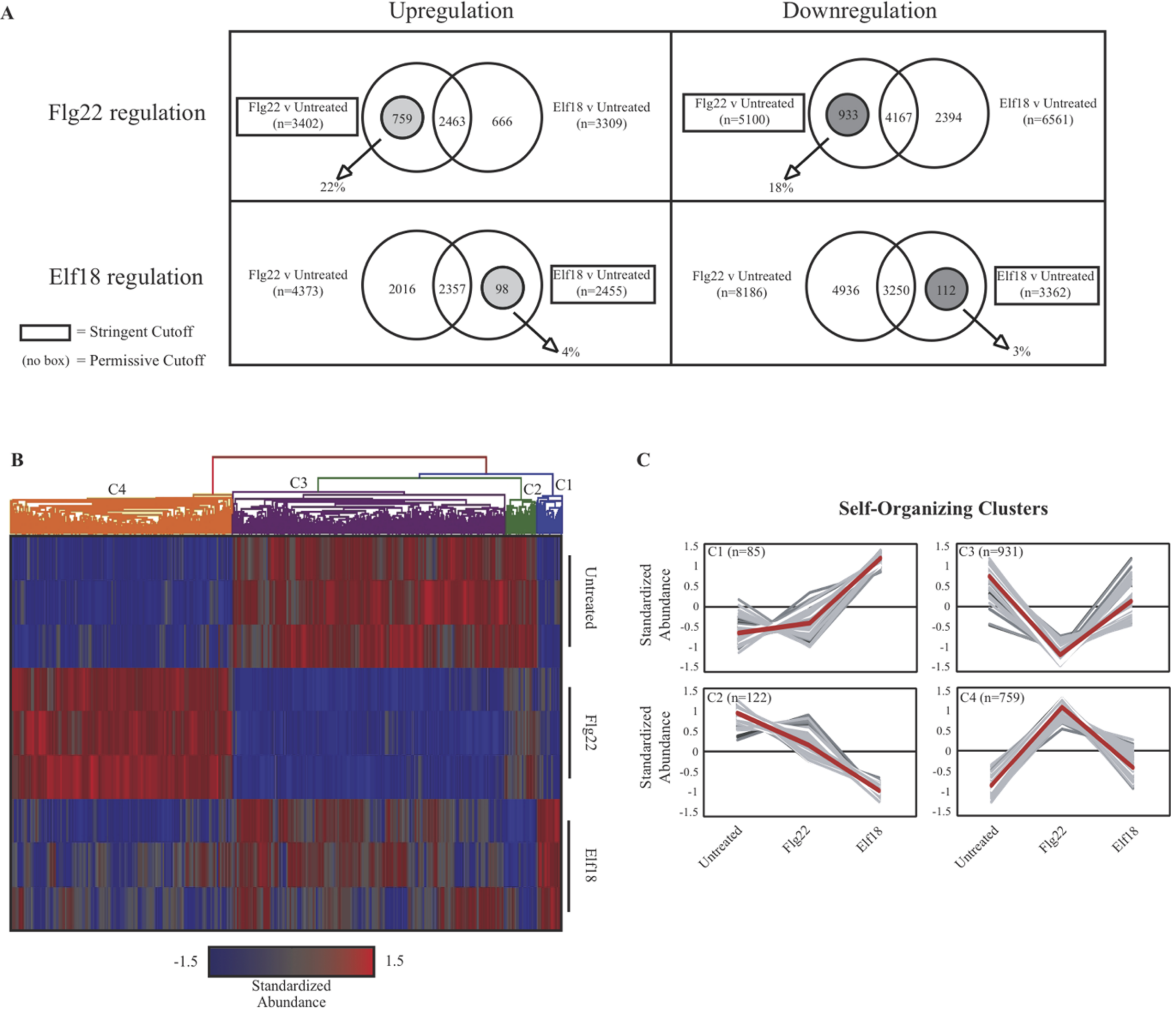
Identification of genes differentially regulated between flg22 and elf18 in wild-type plants. **A**, After initial analysis (see methods), lists of genes differentially regulated between flg22 and elf18 were assembled. Upregulated (red) and downregulated (blue) genes were determined separately. Flg22-regulated genes not differentially regulated by elf18 in these experiments were defined as those that displayed statistically significant differences in mRNA abundance after treatment with flg22 versus untreated (FDR < 0.05, fold-change > 1.3 or < -1.3), which did not display statistically significant difference in mRNA abundance after treatment with elf18 versus untreated even using more permissive cutoff values (p < 0.05, fold-change > 1.0 or <-1.0). The reciprocal calculations were used to determine elf18-regulated genes not differentially regulated by flg22 in these experiments. **B**, Hierarchical clustering of transcript abundance for MAMP-regulated genes identified in A as exhibiting differential regulation by only one of the two studied MAMPs (A, n = 1897). Each column represents a single gene and each row a single treatment (all treatments replicated three times); gene abundances standardized to mean = 0, standard deviation = 1.0; red = more abundant, blue = less abundant. Clustering was performed by calculating Euclidean distances on columns, using average linkage scores. **C**, Average transcript abundance (y-axis) for each treatment (x-axis), for each gene within the designated color-coded clusters shown at the top of A. Red lines denote overall mean mRNA abundance for all genes within the cluster, grayscale lines represent each individual gene within the cluster.

### Gene ontology enrichment analysis

The GO (gene ontology) analysis software BinGO [63] was used to analyze gene lists for GO term enrichment (Tables 1–4). ANOVA p-values for significantly overrepresented terms were calculated and larger gene lists are required to yield statistically significant output. Therefore, the statistical criteria used for generating the gene lists of Figs 4 and 5 and S1 Table were relaxed. For example, to generate a larger list of flg22-upregulated genes broken by 3AB, the untreated versus flg22 comparison criteria were relaxed from (FDR < 0.05, fold-change > 1.3 or < -1.3) to (FDR < 0.1, fold-change > 1.2 or < -1.2), while the subtraction criteria (such as for 3AB v. untreated and 3AB + flg22 v. 3AB) were relaxed from (p < 0.05, fold-change > 1.0 or < -1.0) to (FDR < 0.1, fold-change > 1.0 or < -1.0). This statistical “loosening” increased this example gene list size from 180 to 538 genes. GO terms that were overrepresented in those gene lists were then identified.

**Table 1:** Gene ontology over-representation in genes whose regulation by flg22 is broken or misregulated by PARP inhibitor.

MAMP	Disruption	GO ID	Description	p-value ^a^	Cluster Frequency ^b^	Total Frequency ^c^
Not regulated by Flg22	Downregulated by 3AB	6342	chromatin silencing	4.34E-02	4/568 0.7%	11/20006 0.0%
Not regulated by Flg22	Downregulated by 3AB	45298	tubulin complex	4.59E-02	4/526 0.7%	12/18595 0.0%
Not regulated by Flg22	Downregulated by 3AB	9535	chloroplast thylakoid membrane	4.59E-02	13/526 2.4%	177/18595 0.9%
Not regulated by Flg22	Downregulated by 3AB	791	euchromatin	4.59E-02	2/526 0.3%	3/18595 0.0%
Not regulated by Flg22	Downregulated by 3AB	30090	photosystem	4.78E-02	4/551 0.7%	26/18595 0.1%
Not regulated by Flg22	Downregulated by 3AB	6629	lipid metabolic process	4.79E-02	28/693 4.0%	509/23786 2.1%
Downregulated by Flg22	Broken by 3AB	5730	nucleolus	2.69E-02	6/551 1.0%	46/18595 0.2%
Downregulated by Flg22	Broken by 3AB	9535	chloroplast thylakoid membrane	2.69E-02	13/551 2.3%	177/18595 0.9%
Downregulated by Flg22	Broken by 3AB	31969	chloroplast membrane	3.02E-02	6/551 1.0%	49/18595 0.2%
Downregulated by Flg22	Broken by 3AB	5840	ribosome	3.02E-02	20/551 3.6%	347/18595 1.8%
Upregulated by Flg22	Broken by 3AB	4872	receptor activity	2.31E-02	11/410 2.6%	181/25179 0.7%
Upregulated by Flg22	Broken by 3AB	4888	transmembrane receptor activity	4.04E-02	10/373 2.6%	153/21036 0.7%
Upregulated by Flg22	Broken by 3AB	4435	phosphoinositide phospholipase C activity	4.04E-02	2/373 0.5%	3/21036 0.0%

^a^Significant Benjamini-Hochberg FDR corrected p-values

^b^Number of genes in differential regulation gene list (see Fig 2) with the specified GO term relative to total number of genes in that gene list for Biological Process, Molecular Function, Cellular Component, or GoSlim Plant terms

^c^Number of GO-annotated genes on array with specified GO term relative to total number of GO-annotated genes represented on array for Biological Process, Molecular Function, Cellular Component, or GoSlim Plant terms

**Table 2:** Gene ontology over-representation in genes whose regulation by elf18 is broken or misregulated by *parg1-2* knockout.

MAMP	Disruption	GO ID	Description	p-value^a^	Cluster Frequency^b^	Total Frequency^c^
Downregulated by Elf18	Broken by *parg1-2*	5840	ribosome	6.03E-05	34/944 3.6%	347/23786 1.4%
Downregulated by Elf18	Broken by *parg1-2*	30873	cytosolic small ribosomal subunit	6.59E-05	10/710 1.4%	44/18595 0.2%
Downregulated by Elf18	Broken by *parg1-2*	5198	structural molecule activity	8.37E-05	39/944 4.1%	440/23786 1.8%
Downregulated by Elf18	Broken by *parg1-2*	3740	structural constituent of ribosome	2.64E-04	34/851 3.9%	328/21036 1.5%
Downregulated by Elf18	Broken by *parg1-2*	6416	translation	3.70E-04	40/944 4.2%	492/23786 2.0%
Downregulated by Elf18	Broken by *parg1-2*	5829	cytosol	5.23E-04	26/944 2.7%	269/23786 1.1%
Downregulated by Elf18	Broken by *parg1-2*	5739	mitochondrion	2.72E-03	53/944 5.6%	806/23786 3.3%
Downregulated by Elf18	Broken by *parg1-2*	6416	translation	2.92E-03	40/788 5.0%	492/20006 2.4%
Downregulated by Elf18	Broken by *parg1-2*	5852	eukaryotic translation initiation factor 3 complex	7.59E-03	3/710 0.4%	6/18595 0.0%
Downregulated by Elf18	Broken by *parg1-2*	6259	DNA metabolic process	1.80E-02	18/944 1.9%	213/23786 0.8%
Downregulated by Elf18	Broken by *parg1-2*	9308	amine metabolic process	2.15E-02	25/788 3.1%	296/20006 1.4%
Downregulated by Elf18	Broken by *parg1-2*	6365	rRNA processing	2.15E-02	6/788 0.7%	25/20006 0.1%
Downregulated by Elf18	Broken by *parg1-2*	6519	amino acid and derivative metabolic process	2.42E-02	26/944 2.7%	368/23786 1.5%
Downregulated by Elf18	Broken by *parg1-2*	5849	mRNA cleavage factor complex	2.62E-02	2/710 0.2%	3/18595 0.0%
Downregulated by Elf18	Broken by *parg1-2*	16801	hydrolase activity, acting on ether bonds	2.64E-02	4/851 0.4%	8/21036 0.0%
Downregulated by Elf18	Broken by *parg1-2*	16043	cellular component organization and biogenesis	2.77E-02	48/944 5.0%	814/23786 3.4%
Downregulated by Elf18	Broken by *parg1-2*	5634	nucleus	2.80E-02	79/944 8.3%	1482/23786 6.2%
Downregulated by Elf18	Broken by *parg1-2*	5744	mitochondrial inner membrane presequence translocase complex	5/11/10	4/710 0.5%	19/18595 0.1%
Downregulated by Elf18	Broken by *parg1-2*	5741	mitochondrial outer membrane	3.45E-02	4/710 0.5%	20/18595 0.1%
Downregulated by Elf18	Broken by *parg1-2*	5730	nucleolus	4.15E-02	6/710 0.8%	46/18595 0.2%
Not regulated by Elf18	Misregulated by *parg1-2*	9790	embryonic development	1.38E-03	26/883 2.9%	277/23786 1.1%
Not regulated by Elf18	Misregulated by *parg1-2*	9793	embryonic development ending in seed dormancy	3.24E-03	25/726 3.4%	256/20006 1.2%
Not regulated by Elf18	Misregulated by *parg1-2*	8026	ATP-dependent helicase activity	3.30E-03	11/726 1.5%	76/21036 0.3%
Not regulated by Elf18	Misregulated by *parg1-2*	9536	plastid	5.58E-03	102/883 11.5%	1911/23786 8.0%
Not regulated by Elf18	Misregulated by *parg1-2*	9507	chloroplast	7.87E-03	94/670 14.0%	1808/18595 9.7%
Not regulated by Elf18	Misregulated by *parg1-2*	9508	plastid chromosome	1.39E-02	4/670 0.5%	11/18595 0.0%
Not regulated by Elf18	Misregulated by *parg1-2*	22804	active transmembrane transporter activity	1.86E-02	29/726 3.9%	425/21036 2.0%
Not regulated by Elf18	Misregulated by *parg1-2*	6506	GPI anchor biosynthetic process	2.57E-02	4/726 0.5%	9/20006 0.0%
Not regulated by Elf18	Misregulated by *parg1-2*	16123	xanthophyll biosynthetic process	3.60E-02	3/726 0.4%	5/20006 0.0%
Not regulated by Elf18	Misregulated by *parg1-2*	30127	COPII vesicle coat	4.73E-02	3/670 0.4%	9/18595 0.0%
Upregulated by Elf18	Broken by *parg1-2*	16740	transferase activity	2.91E-02	43/281 15.3%	2168/23786 9.1%
Upregulated by Elf18	Broken by *parg1-2*	51707	response to other organism	2.95E-02	12/224 5.3%	284/20006 1.4%
Upregulated by Elf18	Broken by *parg1-2*	50665	hydrogen peroxide biosynthetic process	2.95E-02	2/224 0.8%	2/20006 0.0%
Upregulated by Elf18	Broken by *parg1-2*	45087	innate immune response	3.52E-02	7/224 3.1%	115/20006 0.5%
Upregulated by Elf18	Broken by *parg1-2*	9268	response to pH	3.52E-02	2/224 0.8%	3/20006 0.0%

^a^significant Benjamini-Hochberg FDR corrected p-values

^b^number of genes in differential regulation gene list (see Fig 2) with the specified GO term relative to total number of genes in that gene list for Biological Process, Molecular Function, Cellular Component, or GoSlim Plant terms

^c^number of GO-annotated genes on array with specified GO term relative to total number of GO-annotated genes represented on array for Biological Process, Molecular Function, Cellular Component, or GoSlim Plant terms

**Table 3:** Elf18-regulated genes broken by *parg1-2* knockout that are involved in innate immunity.

Enzyme/Protein	Gene Abbreviation	Gene ID
FMN-linked oxidoreductase superfamily protein	-	AT1G17990
TGA1A-Related Gene 3	*TGA3*	AT1G22070
Ethylene Response 1	*ETR1*	AT1G66340
HOPW1-1-Induced Gene1	*HWI1*	AT1G70690
Pathogenesis-Related Gene 5	*PR5*	AT1G75040
Cyclic Nucleotide-Gated Channel 12	*ATCNGC12*	AT2G46450
Recognition of Peronospora Parasitica 13	*RPP13*	AT3G46530
Avirulence-Responsive Family Protein, AIG1 Family Protein	-	AT4G09930
UDP-Glucosyltransferase 73B2	*UGT73B2*	AT4G34135
Anthranilate Synthase Alpha Subunit 1	*ASA1*	AT5G05730
AvrPphB Susceptible 1	*PBS1*	AT5G13160
Dicer-Like 4	*DCL4*	AT5G20320

**Table 4:** Gene ontology over-representation in genes differentially regulated by either flg22 or elf18.

MAMP Regulation	GO ID	Description	p-value^a^	Cluster Frequency^b^	Total Frequency^c^
Downregulated by Flg22	9733	response to auxin stimulus	9.70E-07	26/692 3.7%	204/20916 0.9%
Downregulated by Flg22	45449	regulation of transcription	2.46E-04	68/692 9.8%	1139/20916 5.4%
Downregulated by Flg22	9738	abscisic acid mediated signaling	2.73E-02	4/692 0.5%	13/20916 0.0%
Downregulated by Flg22	3700	transcription factor activity	2.47E-05	72/700 10.2%	1207/21958 5.4%
Downregulated by Flg22	47209	coniferyl-alcohol glucosyltransferase activity	2.62E-03	3/700 0.4%	3/21958 0.0%
Downregulated by Flg22	5634	nucleus	1.33E-02	74/606 12.2%	1510/19300 7.8%
Downregulated by Flg22	786	nucleosome	3.68E-02	7/606 1.1%	47/19300 0.2%
Downregulated by Flg22	323	lytic vacuole	4.84E-02	3/606 0.4%	8/19300 0.0%
Downregulated by Flg22	9719	response to endogenous stimulus	3.86E-08	45/801 5.6%	499/25179 1.9%
Downregulated by Flg22	30528	transcription regulator activity	2.79E-06	84/801 10.4%	1441/25179 5.7%
Downregulated by Flg22	5634	nucleus	2.78E-03	74/801 9.2%	1510/25179 5.9%
Downregulated by Flg22	9628	response to abiotic stimulus	1.74E-02	34/801 4.2%	607/25179 2.4%
Upregulated by Flg22	6952	defense response	4.30E-02	28/539 5.1%	499/20916 2.3%
Upregulated by Flg22	5992	trehalose biosynthetic process	4.30E-02	4/539 0.7%	13/20916 0.0%
Upregulated by Flg22	6468	protein amino acid phosphorylation	4.30E-02	37/539 6.8%	798/20916 3.8%
Upregulated by Flg22	30001	metal ion transport	4.30E-02	11/539 2.0%	130/20916 0.6%
Upregulated by Flg22	6355	regulation of transcription, DNA-dependent	4.30E-02	28/539 5.1%	577/20916 2.7%
Upregulated by Flg22	4888	transmembrane receptor activity	8.02E-04	16/575 2.7%	153/21958 0.6%
Upregulated by Flg22	3700	transcription factor activity	9.00E-04	58/575 10.0%	1207/21958 5.4%
Upregulated by Flg22	4805	trehalose-phosphatase activity	4.98E-03	4/575 0.6%	10/21958 0.0%
Upregulated by Flg22	46872	metal ion binding	1.72E-02	54/575 9.3%	1296/21958 5.9%
Upregulated by Flg22	16298	lipase activity	3.37E-02	10/575 1.7%	122/21958 0.5%
Upregulated by Flg22	17076	purine nucleotide binding	3.37E-02	35/575 6.0%	781/21958 3.5%
Downregulated by Elf18	8026	ATP-dependent helicase activity	9.11E-03	4/93 4.3%	76/21958 0.3%
Downregulated by Elf18	4152	dihydroorotate dehydrogenase activity	4.93E-02	1/93 1.0%	1/21958 0.0%
Downregulated by Elf18	9905	ent-copalyl diphosphate synthase activity	4.93E-02	1/93 1.0%	1/21958 0.0%
Downregulated by Elf18	8676	3-deoxy-8-phosphooctulonate synthase activity	4.93E-02	1/93 1.0%	1/21958 0.0%
Upregulated by Elf18	9733	response to auxin stimulus	2.47E-04	7/68 10.2%	204/20916 0.9%
Upregulated by Elf18	46686	response to cadmium ion	1.69E-03	3/68 4.4%	21/20916 0.1%
Upregulated by Elf18	9651	response to salt stress	1.66E-02	4/68 5.8%	135/20916 0.6%
Upregulated by Elf18	9753	response to jasmonic acid stimulus	1.66E-02	3/68 4.4%	61/20916 0.2%
Upregulated by Elf18	9751	response to salicylic acid stimulus	2.07E-02	3/68 4.4%	68/20916 0.3%

^a^Significant Benjamini-Hochberg FDR corrected p-values

^b^Number of genes in differential regulation gene list (see Fig 4) with the specified GO term relative to total number of genes in that gene list for Biological Process, Molecular Function, Cellular Component, or GoSlim Plant terms

^c^Number of GO-annotated genes on array with specified GO term relative to total number of GO-annotated genes represented on array for Biological Process, Molecular Function, Cellular Component, or GoSlim Plant terms

### Knockout lines

Homozygous SALK T-DNA knockout lines for each of the selected genes were identified as described [64] (ABRC, Columbus, OH, USA). The *parg1-2* mutant allele corresponds to SALK_116088; all other knockout lines are shown in S4 Table. Those knockout lines that showed altered MAMP-response phenotypes were then confirmed by RT-PCR to exhibit absent or reduced mRNA abundance for the designated knockout gene.

### Seedling growth inhibition assays

Flg22-induced seedling growth inhibition assays were performed as described [4,65]. Briefly, twelve Arabidopsis seedlings per treatment were grown on 0.5× Murashige-Skoog (MS) agar media supplemented with 1.5% (w/v) sucrose and 1× Gamborg’s vitamins for 5 days and then transferred to 24-well plates (1 seedling per well) containing 400 μL of liquid 0.5×MS salts, 1.5% (w/v) sucrose, and 1× Gamborg’s vitamins media. Seedlings were then treated with a final concentration of 0.05 μM (low) or 1.0 μM (high) flg22, and fresh weight was recorded 14 days later.

### Callose deposition

Twelve Arabidopsis seedlings per treatment were grown on 0.5× MS, 1.5% (w/v) sucrose, and 1× Gamborg’s vitamins media for five days and then transferred to 24-well plates (one seedling per well) containing 400 μL of liquid 0.5× MS salts, 1.5% (w/v) sucrose, and 1× Gamborg’s vitamins media. Seedlings were then treated with a final concentration of 1.0 μM flg22. After an additional 24h, seedlings were fixed overnight in formaldehyde/acetic acid/ethanol (FAA), cleared with 100% ethanol, and stained in 0.01% aniline blue (67mM K_2_HPO_4_ pH12). Callose was visualized using ultraviolet epifluorescence microscopy [4]. Independent experiments were performed three times with similar results. In high-throughput screens, callose deposits were qualitatively scored using a scale of zero to five: 0, no callose deposits; 1, single isolated callose deposits across entire cotyledon; 2, very few deposits scattered across entire cotyledon; 3, moderate coverage of callose deposits across otherwise unstained regions; 4, many callose deposits covering entire surface of cotyledon but with some unstained space remaining; 5, uniform callose deposits covering entire surface of cotyledon. Callose deposits were also quantified by calculating area of callose deposits based on the difference in hue compared with the background hue of each leaf (ImageJ, NIH, Rockville, MD).

### RNA extraction and gene expression analysis

Total RNA was extracted from eight-day-old whole seedlings grown in 500 μl MS media + 1% sucrose and treated with 1 μM flg22 peptide (Qiagen, Valencia, CA, USA). Contaminating DNA was removed using a DNA-free DNase Treatment and Removal Kit (Thermo Scientific, Rockford, IL, USA), and RNA concentrations were quantified by Nanodrop Spectrophotometer (Thermo Scientific, Rockford, IL, USA). Semi-quantitative RT-PCR reactions were confirmed to be using a non-saturating number of PCR cycles; reactions contained cDNA (synthesized with M-MLV Reverse Transcriptase and Oligo-dT priming) (Promega, Madison, WI, USA), and corresponding gene-specific primers pairs (IDT, Coralville, IA, USA):

5′-ATGGACGAAGGAGACCTAG-3′ and 5′-CTTTTCTTTGATTTGGATTCTG-3′ (*WRKY29*); 5’-TACTATTCGACTCGCCAAATG-3’ and 5’-CTACCTTGCTCGAGGAACC-3’ (*FRK1*); 5′-AGGTTCTGTTCCAGCCATC-3′ and 5′-TTAGAAGCATTTCCTGTGAAC-3′ (*Actin-2*); 5’-CTCATGCTCAGTATGATGC-3’ and 5’CTCCAATCTTCTCGTCTATC-3’ (*CYP81F2*); 5’-ACAAATGGTCTGCTATAGCT-3’ and 5’-CTTGTGTGTAACTGGATCAA-3’ (*MYB51*).

### Data deposition

Raw data and normalized calls from the microarray presented here have been deposited in GEO (http://www.ncbi.nlm.nih.gov/geo)), #GSE100205. A summary table with abundance values for each treatment replicate for all 60,770 gene probes, as well as average normalized call values and fold-change versus untreated Col-0, is also available as an Excel file (S5 Table).

## Results

### Expression profiling of plant response to MAMPs when poly(ADP-ribosyl)ation is altered

An expression profiling experiment was designed primarily to characterize two phenomena: first, the effect of PARP inhibition on the transcriptional response to flg22; and second, the effect of knocking out *PARG1* expression on the transcriptional response to elf18 (Fig 1A and 1B). 

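Seedlings of wild-type Col-0 and of parg1-2, a T-DNA knockout of the poly(ADP-ribose) glycohydrolase gene PARG1, were grown for 10 d, and each array measured RNA from 1 pool of 48 seedlings. The MAMPs were flg22, a peptide of bacterial flagellin, and elf18, a peptide of the bacterial elongation factor Tu, each given at 1 μM for 1 h. 3AB and 3MB are benzamides that inhibit poly(ADP-ribose) polymerases, and by the methods seedlings called untreated received the DMSO solvent. The titles name DMSO for Col-0 without an inhibitor and not for parg1-2, and Fig 1B names no solvent. A difference in solvent between the genotypes therefore cannot be told apart from genotype. The inhibitors were used at 2.5 mM from stocks of 250 mM, the value in the sample labels; the paper's methods give a pretreatment of 1 h, and its Fig 1 and the sample labels 2 h. The authors labeled cDNA with Cy3, hybridized it to NimbleGen expression arrays and made the deposited values by robust multichip average with quantile normalization, as linear intensity with 2 technical values per gene on every array. From there, the mean of both technical values was put on the log2 scale, and 30385 genes were fitted with limma. The model held the condition and the replicate number as a block, since the methods treat all conditions of a replicate together and the replicates on separate dates. A gene passed at the stringent criteria of the methods, an adjusted p under 0.05 (Benjamini-Hochberg over all genes) and a fold change over 1.3 either way. The fit used 21 arrays: 3 each of untreated Col-0, Col-0 with 3AB and flg22, and Col-0 with 3MB and flg22, and 2 each of Col-0 with flg22, 3AB, 3MB or elf18, of untreated parg1-2 and of parg1-2 with elf18. The 6 other arrays were left out, since their titles and the ratios in the paper's supplementary tables place them in different conditions, 4 of them by direct comparison and the rest by elimination. The number of arrays limits the precision of every comparison, above all where a condition has 2.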

Because the treatments for both experiments were carried out simultaneously for any given biological replicate, additional comparisons could be made to assess two additional comparisons: first, the differences between basal mRNA levels (without MAMP treatment) between wild-type, *parg1-2* knockouts, and plants treated with PARP inhibitors; and second, the differences between wild-type Arabidopsis responses to flg22 and elf18.

The experimental design included three replicates of nine genotype/treatment conditions (Col-0 treated with 3AB, 3MB, flg22, elf18, 3AB + flg22, or 3MB + flg22, or untreated; and *parg1-2* untreated or treated with elf18) for a total of 27 samples. Principal component analysis was used to identify sources of variation in the data set; mean F ratios for batch (replicate), label (treatment/genotype), and error were 1.71, 17.20, and 1.00, respectively, indicating that batch contributed very little to variation, while genotype and treatment were responsible for most of the variation present. These F ratios indicate high reproducibility between biological replicates.

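A linear model with condition and replicate number was fitted to each of the 30385 genes over the 21 arrays. The mean F ratio was 14.6 for condition and 1.62 for replicate, and the medians were 2.61 and 0.891. The first principal component held 59.3% of the variance between arrays and the second 12.9%. In hierarchical clustering, 1 array, 3MB with flg22 replicate 1, stood apart from all others, and the next division put the arrays with a MAMP on one side and those without on the other. The division after that set 3AB with flg22 replicate 3 and parg1-2 with elf18 replicate 2 apart from the other arrays with a MAMP; on the third principal component these had scores of -62.8 and -23.5, and 3AB replicate 3 had -40.3. From its mean F ratios, the paper reasons that replicates added little to the variation and that genotype and treatment account for most of it.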

To confirm proper basal defense elicitation by the MAMP peptides used, patterns of defense gene expression in wild-type plants were examined. Within 90 minutes of MAMP treatment, Arabidopsis *WRKY DNA Binding Protein 29 (WRKY29)* (At4g23550), *Flg22-Induced Receptor-like Kinase 1 (FRK1)* (At2g19190), *MYB Domain Protein 51 (MYB51)* (At1g18570) and *Cytochorome P450*, *Family 81*, *Subfamily F*, *Polypeptide 2 (CYP81f2)* (At5g57220) genes are upregulated [7,66], and *TIR1* (At3g62980) gene expression is downregulated [67]. This pattern of gene expression was confirmed in our study in the Col-0 flg22-treated samples, compared to untreated plants (S6 Table).

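WRKY29 (At4g23550), a transcription factor of MAMP signaling, had an intensity of 13734 ± 1828 (SD, n = 2) with flg22 and 1711 ± 176 (SD, n = 3) in untreated Col-0 (log2 fold change 2.95, adjusted p = 5.7e-09 from limma). FRK1 (At2g19190), a receptor-like kinase used as a marker of the flg22 response, rose from 1037 ± 217 to 7280.3 ± 1703 (log2 fold change 2.79, limma adjusted p = 1.2e-06). MYB51 (At1g18570) and CYP81F2 (At5g57220), a regulator and an enzyme of indole glucosinolate synthesis, rose 9.19-fold and 11.9-fold (limma adjusted p = 1.3e-10 and 2.1e-09). TIR1 (At3g62980), an auxin receptor, fell from 13089.8 ± 1027 to 5086 ± 108 (log2 fold change -1.40, limma adjusted p = 8.7e-07). Among 7866 genes that passed, 3246 were higher and 4620 lower with flg22. The largest increase was that of AT4G04480, whose product has no assigned function (log2 fold change 9.10, standard error 0.21, limma adjusted p = 3.2e-12), and the largest decrease that of AT4G38860, a SAUR-like auxin-responsive gene (log2 fold change -5.80). Gene lists were fixed before the data were examined. All 21 early MAMP-response genes were higher, also when adjusted over the list alone, and the list as a set was above other genes by limma's camera test (adjusted p = 1.3e-29, and adjusted p = 0.00071 with an estimated correlation). 13 of 17 genes of salicylic acid synthesis and response were higher (13 when adjusted over the list alone) and none was lower, among them the regulators CBP60G (At5g26920) and SARD1 (At1g73805) (log2 fold changes 4.23 and 3.33; camera, adjusted p = 7e-12, and adjusted p = 0.0052 with an estimated correlation). For 67 WRKY factors the counts were 38 higher and 4 lower (39 and 4 when adjusted over the list alone; limma adjusted p = 1.6e-15, and adjusted p = 0.0056 with an estimated correlation), with WRKY55 (At2g40740) and WRKY41 (At4g11070) at log2 fold changes of 7.20 and 6.86. In the ethylene list, 11 of 16 genes were higher (12 when adjusted over the list alone; limma adjusted p = 1.7e-08, and adjusted p = 0.0052 with an estimated correlation), and among receptors and kinases of pattern-triggered immunity 8 of 11 (8 when adjusted over the list alone; adjusted p = 5.4e-08, and adjusted p = 0.0091 with an estimated correlation), the kinase BIK1 (At2g39660) and the elf18 receptor EFR (At5g20480) with them (log2 fold changes 2.00 and 2.16). Indole glucosinolate and camalexin synthesis had 13 of 18 genes higher (13 when adjusted over the list alone), and detoxification 14 of 34 (14 when adjusted over the list alone), but with an estimated correlation neither set passed (limma adjusted p = 0.069 and 0.074). The sulfur-deficiency list had 10 of 17 genes lower (10 when adjusted over the list alone) and limma adjusted p = 0.19 with an estimated correlation. Other lists moved less as sets with an estimated correlation: 6 of 44 photosynthesis genes were lower (5 when adjusted over the list alone; limma adjusted p = 0.74), as were 9 of 20 clock genes (9 when adjusted over the list alone; adjusted p = 0.32, and 0.14 without the replicate block), and 7 of 22 jasmonate genes were higher and 4 lower (adjusted p = 0.74). Of 6 markers of the guard cell lineage, 3 were lower, the lineage factors SPCH (At5g53210) and MUTE (At3g06120) with them (log2 fold changes -1.17 and -1.38, camera adjusted p = 0.046, and adjusted p = 0.4 with an estimated correlation, and adjusted p = 0.064 without the replicate block). The median of 17 root markers was -0.16 on the log2 scale. Whether the pools differed in their tissues was not tested.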

### Impact of PARP inhibitors and *parg1* knockout on untreated plants

The effect of PARP inhibitor treatment and *PARG1* knockout on otherwise untreated or wild-type plants was first investigated. When all 30,387 predicted genes represented on the arrays were hierarchically clustered, 3AB treatment clustered closely with untreated plants, indicating very few pleiotropic effects (Fig 2). Only 228 genes displayed statistically significant alterations in mRNA abundances after 3AB treatment (contrast, for example, to flg22 treatment, in which 3402 genes displayed a significant difference in abundance using the same criteria). This result is consistent with earlier observations that 3AB-treated plants phenotypically resemble untreated plants [12], and that 3AB treatment does not induce visually evident generalized stress in plants in the absence of other stressors. In contrast, 3MB treatment elicited significant differences in the gene expression of 3935 genes relative to untreated plants. These data indicate that 3MB substantially impacts the physiological status of otherwise untreated plants grown in favorable conditions, and so subsequent analyses for PARP inhibition focused on data acquired using 3AB rather than 3MB. *parg1-2* and wild-type Col-0 untreated plants also clustered closely in the above hierarchical cluster, with only 128 genes showing altered mRNA abundance between untreated Col-0 and *parg1* plants, again indicating few pleiotropic effects in low-stress conditions (Fig 2).

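GH3.3 (At2g23170), which conjugates auxin to amino acids, had an intensity of 8482 ± 561 (SD, n = 2) with 3AB and 2079.7 ± 273 (SD, n = 3) without (log2 fold change 1.96, standard error 0.10, adjusted p = 1.3e-06 from limma), and GH3.2 (At4g37390) of the same family rose by 1.73 on the log2 scale. AT2G44130, an F-box protein with kelch repeats, had the largest log2 fold change, 2.57, ahead of AT5G48430, an aspartyl protease, at 2.46. SDI1 (At5g48850), a gene of the sulfur-deficiency response, fell from 10099 ± 2085 to 2565 ± 915 (log2 fold change -2.08, limma adjusted p = 7.4e-05), and the largest decrease was that of AT4G25250, a pectin methylesterase inhibitor (log2 fold change -2.76). All of these passed with any 1 array left out. Of 30385 genes, 82 passed, 28 higher and 54 lower with 3AB, and 43 changed more than 2-fold. An unadjusted p under 0.05 was reached by 1606 (5.29%), where genes without any change would give 0.05 if the p-values were exact. In the same fit, the difference between the flg22 responses with and without 3AB gave 1.43%. The share without any change may thus lie below 0.05 here, and 5.29% does not settle how many genes changed. With a second quantile normalization the counts were 34 higher and 39 lower. Array weights gave 398 genes, all 27 arrays by published ratios 275, and the model without moderation of the variance 43. The count moved with single arrays: it was 11 without 3AB replicate 3, 16 without 3AB replicate 2, 23 without untreated replicate 3 and 31 without untreated replicate 2. Of 17 sulfur-deficiency genes, 4 were lower (11 when adjusted over the list alone) and none was higher (camera, adjusted p = 1.1e-20, and adjusted p = 0.0052 with an estimated correlation). The paper names LSU1, LSU3 and SDI1 as changed by 3AB on these samples, so the theme of this list may not be independent of the data. The early MAMP-response list was shifted up (median log2 fold change 0.26; limma adjusted p = 2.3e-12, and adjusted p = 0.0063 with an estimated correlation), although 1 of 21 genes passed over all genes and 8 when adjusted over the list alone. The same holds for WRKY factors, with 2 of 67 past the threshold and 11 when adjusted over the list alone (limma adjusted p = 3.8e-09, and adjusted p = 0.021 with an estimated correlation), and for detoxification, with 2 of 34 and 12 when adjusted over the list alone (adjusted p = 2e-13, and adjusted p = 0.032 with an estimated correlation). Auxin perception and response had 3 of 30 genes higher (4 when adjusted over the list alone), without passing as a set under an estimated correlation (limma adjusted p = 0.066). No gene passed among 362 cytosolic ribosomal proteins, whose median was -0.12 (camera, adjusted p = 2.3e-06, and adjusted p = 0.63 with an estimated correlation), and 1 of 17 root markers was lower (3 when adjusted over the list alone; adjusted p = 0.22 with an estimated correlation). Untreated and 3AB arrays differed by a mean of 0.329 (root mean square over genes, log2), against 0.284 between untreated arrays. From the small number of changed genes and the close clustering, the paper reasons that 3AB had few pleiotropic effects on plants without a MAMP.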

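Under 3MB, SDI1 had an intensity of 266 ± 13.1 (SD, n = 2) (log2 fold change -5.31), and LSU1 (At3g49580) and LSU3 (At3g49570), genes named for their response to low sulfur, fell too (log2 fold changes -3.53 and -2.98). PDR12 (At1g15520), a transporter of the ABC type, rose 19.3-fold and GH3.3 reached 20249.9 ± 3248 (log2 fold changes 4.27 and 3.21). PAL1 (At2g37040) and PAL2 (At3g53260) of phenylpropanoid synthesis and JAZ4 (At1g48500), a repressor of jasmonate signaling, fell (log2 fold changes -0.96, -1.08 and -1.31). In all, 3012 genes passed in limma, 1495 higher and 1517 lower with 3MB, or 1666 without 3MB replicate 2. Of 30 auxin genes, 21 were higher (24 when adjusted over the list alone) and none was lower (camera, adjusted p = 1.2e-21, and adjusted p = 0.0098 with an estimated correlation). Detoxification had 22 of 34 genes higher and 2 lower (22 and 2 when adjusted over the list alone; limma adjusted p = 2.4e-18, and adjusted p = 0.014 with an estimated correlation). Sulfur deficiency had 12 of 17 genes lower (13 when adjusted over the list alone; limma adjusted p = 1.4e-16, and adjusted p = 0.0056 with an estimated correlation), and the jasmonate list 10 of 22 (15 when adjusted over the list alone; adjusted p = 2.6e-09, and adjusted p = 0.021 with an estimated correlation). 7 of 15 phenylpropanoid genes were lower (9 when adjusted over the list alone), and 5 of 23 heat-shock genes were higher (5 when adjusted over the list alone); neither set passed with an estimated correlation (camera, adjusted p = 0.063 and 0.47, the former 0.047 without the replicate block). 6 of 17 root markers were lower and 2 higher, among the former the root-hair genes RHD6 (At1g66470) and COBL9 (At5g49270) (log2 fold changes -1.59 and -1.12). The mean distance between untreated and 3MB arrays was 0.502 (root mean square, log2).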

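PARG1 (At2g31870), the gene disrupted in parg1-2, had an intensity of 962 and 1023 in the arrays of parg1-2 and 2465, 2513 and 2174 in those of Col-0 (log2 fold change -1.22, standard error 0.10, adjusted p = 0.00027 from limma), so signal remained in the knockout. QQS (At3g30720), a gene found only in Arabidopsis that affects starch content, fell most (log2 fold change -4.11, standard error 0.30, limma adjusted p = 0.00011). MRD1 (At1g53480) was also lower (log2 fold change -1.29), and AT2G44640 and AT4G03450, the latter an ankyrin repeat protein, were higher (log2 fold changes 2.52 and 1.56). Each of these calls held with any 1 array left out. An unadjusted p under 0.05 was reached by 1619 genes (5.33%), where genes without any change would give 0.05 if the p-values were exact. In the same fit, the difference between the elf18 responses of parg1-2 and Col-0 gave 2.06%. The share without any change may thus lie below 0.05 here, and 5.33% does not settle how many genes changed. All told, 36 genes passed, 32 higher and 4 lower in parg1-2. Array weights gave 359 genes, all 27 arrays by published ratios 150, and the model without moderation of the variance 21. Leaving out untreated Col-0 replicate 1, 2 or 3 gave 17, 20 and 19 genes, and leaving out parg1-2 replicate 1 or 3 gave 8 and 11. Of 34 detoxification genes, 2 were higher (18 when adjusted over the list alone) and none was lower (camera, adjusted p = 4.5e-22, and adjusted p = 0.0091 with an estimated correlation). Salicylic acid genes had none past the threshold but were shifted as a set (median 0.24 on the log2 scale; camera, adjusted p = 2.2e-05, and adjusted p = 0.037 with an estimated correlation, the latter 0.079 without the replicate block), while heat-shock genes, with 5 of 23 higher when adjusted over the list alone and 0 over all genes, did not pass with an estimated correlation (adjusted p = 0.21). The mean distance between untreated parg1-2 and Col-0 arrays was 0.293 (root mean square, log2).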

### Transcription profile of flg22 response in PARP inhibitor-treated plants

Within one hour of exposure, flg22 induces a wide range of transcriptional responses in Arabidopsis [67,68]. It was previously observed that 3AB treatment did not block flg22-induced ROS production or elevated expression of the signature flg22-induced genes *WRKY29* and *FRK1*, but did disrupt a number of downstream events in the plant response to flg22 [7]. A primary purpose of the present study was to identify genes whose mRNA abundances are differentially regulated by flg22, but that are no longer differentially regulated by flg22 in the presence of 3AB (referred to here as “broken” genes), as well as those genes up or downregulated by flg22 only in the presence of 3AB (referred to here as “misregulated” genes). The specific tests used for gene selection, and the number of genes in each sub-group, are presented in Fig 3A–3D, and the complete gene lists are provided in S2 Table.

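The subtraction rules of Fig 3 were applied to the p-values of the fit. Genes raised by flg22 and not by flg22 with 3AB numbered 196, of which 67 also differed between 3AB with flg22 and flg22 alone (unadjusted p under 0.05, fold over 1.3); for genes lowered by flg22 the counts were 249 and 24. Genes raised by flg22 only in the presence of 3AB numbered 100 and 14 before and after this filter, and genes lowered 210 and 22. After the filter, the lists held 127 genes: in the 67 broken genes the median log2 fold change was 0.69 without 3AB and 0.21 with it, and 64 had the same sign. A gene past a threshold in one comparison and not in another need not differ between them, so the difference between both responses was tested itself, as an interaction in limma. In this test, 436 genes (1.43%) had an unadjusted p under 0.05, 272 with a smaller and 164 with a larger value in the presence of 3AB. That is below the share of 0.05 that genes without any difference would give. The test may thus be too strict, and the 436 cannot tell whether there are effects. No gene passed it over all genes. The count was 0 in the same model without moderation of the variance, 3 with a trended, robust variance, 4 with array weights, and 1 without flg22 replicate 2 or without untreated replicate 1. Of the 67 broken genes raised by flg22, 24 had an unadjusted p under 0.05 for the difference and 2 passed when adjusted over the list alone, which is not independent evidence, since the list was chosen on these arrays. The direct comparison of 3AB with flg22 against flg22 alone gave 67 genes, 12 higher and 55 lower with 3AB, or 2, 13, 15 and 20 without flg22 replicate 1, flg22 replicate 2, 3AB with flg22 replicate 2 and 3AB with flg22 replicate 3; without the replicate block it gave 102, 24 of them higher, and with the compared conditions alone and no block 0. AT2G44130 and GH3.3, which rise with 3AB alone, were higher there too (log2 fold changes 1.85 and 1.23). As a set, 17 sulfur-deficiency genes were lower (1 past the threshold, 5 when adjusted over the list alone; camera, adjusted p = 1.1e-09, and adjusted p = 0.021 with an estimated correlation).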

The 102 genes present in the final gene lists generated as described above were then visualized by hierarchical clustering (Fig 4A). They grouped in four self-organizing clusters C1-C4 (Fig 4B). C1 and C2 contain those genes normally not under flg22 regulation that are either flg22 up- or downregulated, respectively, in the presence of 3AB (3AB-misregulated genes). C3 and C4 contain those gene products up- or downregulated by flg22 that are no longer differentially regulated by flg22 in the presence of 3AB (3AB-broken genes).

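The 102 genes of the paper's S2 Table for flg22 and 3AB were looked up in the fit; they were chosen on these samples, so their values are not independent evidence. All 102 changed in the listed direction, and 69 passed in the response they are listed for. In the sheet of 46 genes raised by flg22 and broken by 3AB, the median log2 fold change with flg22 was 0.76, and with 3AB and flg22 against 3AB it was 0.29, still positive in 46 of them. In the sheet of 25 genes lowered only in the presence of 3AB, the medians were -0.60 with 3AB and -0.23 without. Over all 102 genes, 5 passed in limma between 3AB with flg22 and flg22 alone and 78 had an unadjusted p under 0.05. For the difference between both flg22 responses, 0 passed, 30 had an unadjusted p under 0.05 and 5 passed when adjusted over each sheet alone. The paper sets its 3AB-broken and 3AB-misregulated groups by threshold rules and then describes them in 4 clusters.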

### Transcription profile of elf18 response in *parg1* knockout plants

Two independent *parg1* mutant alleles have been previously shown to display a number of defense phenotypes, including hyper-responsiveness to elf18 and greater susceptibility to necrotroph infection [7]. For the present study, experiments were designed to detect early transcriptional events after elf18 treatment that are disrupted or overactivated by loss of *PARG1*. 

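The intensity of PARG1 was 1749 and 1976 in the arrays of parg1-2 with elf18 and 5307 and 4915 in those of Col-0 with elf18 (log2 fold change -1.52, adjusted p = 8.7e-05 from limma). PARG1 itself rose with elf18 in Col-0 (log2 fold change 1.14), and PARG2 (At2g31865), the second glycohydrolase gene, rose more, by 3.04 in Col-0 and 3.37 in parg1-2 on the log2 scale. The MAMP markers FRK1, WRKY29 and CYP81F2 had log2 fold changes of 3.50, 2.43 and 3.40 with elf18 in Col-0, and 3.58, 1.95 and 3.48 in parg1-2. In Col-0, 4830 genes passed, 2369 higher and 2461 lower with elf18, and in parg1-2 4693 (2094 and 2599), or 2936 without parg1-2 with elf18 replicate 2 and 2914 without untreated parg1-2 replicate 3. Early MAMP-response genes were higher in 20 of 21 cases in Col-0 and 20 in parg1-2 (20 and 20 when adjusted over the list alone; camera, adjusted p = 0.00071 and 0.00071 with an estimated correlation). WRKY factors were higher in 30 and 26 of 67 cases (31 and 27 when adjusted over the list alone), salicylic acid genes in 13 and 11 of 17 (14 and 13, adjusted in the same way), and ethylene genes in 9 and 9 of 16 (11 and 10). No gene passed limma's test of the difference between the elf18 responses of parg1-2 and Col-0, and the same model without moderation of the variance gave 0 as well. An unadjusted p under 0.05 was reached by 625 genes (2.06%), 215 with a larger and 410 with a smaller value in parg1-2. That is below the share of 0.05 that genes without any difference would give. The test may thus be too strict, and the 625 cannot tell whether there are effects.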

Genes were identified whose mRNA abundances were affected by elf18 in wild-type plants but not in *parg1* mutant plants (*parg1*-broken genes), as well as those regulated by elf18 only in *parg1* knockout plants (*parg1*-misregulated genes). Logic similar to that used for the PARP inhibitor experiments was used (Fig 3), generating a stringent list of those genes whose response to elf18 is broken or misregulated in *parg1-2* plants (S1 Table).

The 78 *parg1-*broken and -misregulated elf18 response genes (Fig 3E and 3H, S2 Table) were then subjected to hierarchical clustering (Fig 4C). They grouped in 4 self-organizing clusters C5-8 (Fig 4D). C5 and C6 contain those genes normally not under elf18 regulation whose mRNA abundances are either elf18 up- or downregulated, respectively, in the *parg1-2* genetic background (*parg1-2* misregulated genes). C7 and C8 contain those genes up or down regulated by elf18, respectively, that are no longer differentially regulated by elf18 in the *parg1-2* plants (*parg1-2* broken genes).

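By the rules of Fig 3, the fit gave 13 genes raised and 13 genes lowered by elf18 in Col-0 but not in parg1-2, and 12 raised and 50 lowered by elf18 in parg1-2 alone. Before the last filter, these lists held 127, 184, 54 and 260 genes. In the largest, of 50 genes, the median log2 fold change with elf18 was -0.78 in parg1-2 and -0.22 in Col-0, with the same sign in 40 genes. Between parg1-2 and Col-0 with elf18, 13 genes passed in limma, 9 higher and 4 lower in parg1-2, and none of them was in these lists. Without Col-0 elf18 replicate 1, Col-0 elf18 replicate 3, parg1-2 elf18 replicate 1 or parg1-2 elf18 replicate 2, the counts were 3, 3, 3 and 6. QQS, PARG1 and AT2G44640 passed in all of these (log2 fold changes -4.43, -1.52 and 2.94); with the compared conditions alone and no replicate block, 2 genes passed, QQS and AT2G44640. Of the 78 genes in the paper's S2 Table for elf18, which were chosen on these samples, all 78 changed in the listed direction and 42 passed in the response they are listed for. 1 of them passed between parg1-2 and Col-0 with elf18 and 41 had an unadjusted p under 0.05; for the difference between both responses the counts were 0 and 13, and 1 passed when adjusted over each sheet alone.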

### GO-term analysis of flg22- and elf18-regulated transcriptional responses that are altered by disruption of poly(ADP-ribosyl)ation

To identify specific cellular pathways that may be regulated by poly(ADP-ribosyl)ation during MAMP-elicited immunity, we analyzed the above lists (Fig 3) of broken and misregulated genes for overrepresentation of Gene Ontology (GO) terms. Among genes classified as broken by 3AB, overrepresented GO terms include nucleolus, chloroplast (membrane and thylakoid membrane), receptor activity, and phospholipase C activity. Overrepresented GO terms for 3AB-misregulated genes included chloroplast (photosystem and thylakoid membrane genes), lipid metabolism, and chromatin silencing related genes (Table 2).

Some of the GO terms overrepresented among those genes misregulated during MAMP response in a *parg1-2* mutant background include COPII vesicle coat, GPI anchor biosynthesis, and xanthophyll biosynthesis genes. GO terms that were overrepresented among those genes whose expression was broken during MAMP response in a *parg1-2* mutant background include protein and RNA processing, mitochondrial translocation, and, of particular interest, response to other organisms/innate immune response genes (Table 3). Table 4 lists those genes associated with the GO term “innate immune response” that are normally upregulated by elf18 and are then no longer activated by elf18 in *parg1-2* seedlings. These genes do not fall into a single pathway or branch of any known defense response pathway, but are instead spread across a number of aspects of the innate immune response. Regulation of expression of a number of processes associated with plant defense are altered by the absence of the *PARG1* gene product, including calcium influx (*AtCNGC12*), NPR1-regulated transcription (*TGA3*), trans-acting anti-viral dicer-like activity (*DCL4*), recognition of pathogen effector molecules (*PBS1*), defense-activated tryptophan and chorismate production (*ASA1*), oxidative stress-induced flavonoid glycosylation (*UGT73B2*), the defense gene *PR5*, and the R gene *RPP13*.

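UGT73B2 (At4g34135), a glucosyltransferase of flavonoids, had a log2 fold change of 0.62 with elf18 in Col-0 (adjusted p = 0.019 from limma) and -0.01 in parg1-2 (adjusted p = 0.99), where its untreated level was 4423 ± 13.3 (SD, n = 2) against 2522 ± 456 (SD, n = 3) in Col-0. PBS1 (At5g13160), a kinase guarded by a resistance protein, rose in Col-0 by 0.39 on the log2 scale (limma adjusted p = 0.025; adjusted p = 0.13 to 0.23 without 1 of Col-0 untreated replicate 3, Col-0 elf18 replicate 3; without the replicate block the fold change fell below the limit, at 0.36) and had a log2 fold change of 0.14 in parg1-2. For the cation channel gene CNGC12 (At2g46450), the values were 0.38 and 0.04; the first had a limma adjusted p of 0.039, with a fold change below the limit, and passed without Col-0 untreated replicate 3 (adjusted p = 0.027). TGA3 (At1g22070) and DCL4 (At5g20320) passed in limma in Col-0 at the relaxed criteria behind the paper's Table 3, an adjusted p under 0.1 and a fold over 1.2, and not at the stringent ones (log2 fold changes 0.34 and 0.41; adjusted p = 0.07 and 0.075), and the resistance gene RPP13 (At3g46530) passed at neither (0.28, adjusted p = 0.15). Of the 12 genes in that table, 9 passed in Col-0 at the relaxed criteria and 5 at the stringent ones, and in parg1-2 none passed at either. The paper chose these genes on the same samples as raised in Col-0 and not in parg1-2, so this split is not independent evidence. The elf18 response of parg1-2 compares 2 arrays with 2, that of Col-0 2 with 3. Their median standard errors over genes were 0.190 and 0.169 on the log2 scale. ASA1 (At5g05730), of tryptophan synthesis, passed in Col-0 (log2 fold change 0.53); its call was lost in several fits with 1 array left out (limma adjusted p = 0.053 to 0.14 without 1 of Col-0 untreated replicates 3 and 1, Col-0 elf18 replicates 3 and 1), and so was that of UGT73B2 (adjusted p = 0.062 to 0.17 without 1 of Col-0 elf18 replicates 3 and 1, Col-0 untreated replicate 1). The difference between the responses of both genotypes did not pass for any of them; it was -0.63 on the log2 scale for UGT73B2 (standard error 0.26, limma adjusted p = 1). From the spread of such genes over several aspects of innate immunity, the paper puts forward a need for PARG activity at many points rather than in a single pathway.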

### The MAMPs flg22 and elf18 elicit separate, yet overlapping transcriptional responses

The hypothesis that flg22 and elf18 elicit the same set of basal defense responses was also examined. To identify genes in our experiment that were regulated only by flg22 or elf18 but not both, a modified version of the Venn diagram method described above (see Fig 3 legend) was used (Fig 5A), and genes up or downregulated only by on or the other MAMP were identified (S3 Table). These gene lists were then combined to perform hierarchical clustering (Fig 5B) and self-organizing cluster analysis (Fig 5C). It is noteworthy that elf18 regulated most of the same genes as flg22, but flg22 elicited a set of additional responses above and beyond those shared by both MAMPs. 

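CYP82C3 (At4g31950), a cytochrome P450, rose by 8.94 with flg22 and 8.36 with elf18 on the log2 scale, and GLR2.9 (At2g29100), a glutamate receptor-like channel, by 7.74 and 6.91. AOP2 (At4g03060), an enzyme of aliphatic glucosinolate synthesis, fell with both (log2 fold changes -4.82 and -2.85). Of the genes that passed with elf18, 2191 of 2369 higher ones were also higher with flg22 and 2275 of 2461 lower ones lower, where independent calls would give 253 and 374; 13 genes passed in opposite directions. Across 30385 genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.918 and a covariance of 0.484. Both responses were measured against the same 3 untreated arrays, so part of the overlap may come from these shared controls: over 20 simulated sets of arrays without any change the correlation averaged 0.326 and the covariance 0.0109. The slope of flg22 on elf18 changes was 1.22. Tested directly, 1221 genes differed between both MAMPs in limma, 775 higher with flg22 and 446 higher with elf18, or 600, 520, 549 and 705 without flg22 replicate 1, flg22 replicate 2, elf18 replicate 1 and elf18 replicate 3, and 720 with the compared conditions alone and no replicate block. Early MAMP-response genes stood higher with flg22 in 7 of 21 cases (11 when adjusted over the list alone; camera, adjusted p = 1.9e-11, and adjusted p = 0.0078 with an estimated correlation), MYB51 and ZAT12 (At5g59820) with them (log2 flg22 over elf18 0.91 and 1.27). The ethylene list followed with 5 of 16 (7 when adjusted over the list alone; camera, adjusted p = 0.032 with an estimated correlation). From the shared and the additional genes, the paper concludes that flg22 elicits responses beyond those common to both MAMPs.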

Approximately 2000 genes showed altered mRNA abundances with only one of the two studied MAMPs. 

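AT5G52710 and the peroxidase gene AT1G14550 were among those that differed most between the MAMPs (log2 flg22 over elf18 4.03 and 3.65); the intensity of AT5G52710 was 2698 ± 1580.3 (SD, n = 2) with flg22 and 151 ± 18.0 (SD, n = 2) with elf18. By the rules of Fig 5, 718 genes were raised and 1202 lowered by flg22 alone, and 94 raised and 65 lowered by elf18 alone. Of those raised by flg22 alone, 159 also passed in limma's direct test of flg22 against elf18, and of those lowered, 132. For elf18 alone, 29 of the raised and 5 of the lowered genes passed that test. Most genes of flg22 alone moved the same way with elf18: 88.2% of the raised, with a median log2 fold change of 0.75 with flg22 and 0.21 with elf18, and 91.8% of the lowered, with medians of -0.60 and -0.23. Both responses share the untreated arrays and the genes were picked on these data. Over 20 simulated sets of arrays without an effect of elf18, the same rule gave 53.0% and 55.9%. This simulation was added after the data were seen. Its lists held 2898 and 3243 genes on average, against 718 and 1202 in the data, so they are not like the real lists. The simulated shares are thus no baseline for lists of the real size, and the part due to shared controls stays open.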

Up to 20% of flg22-regulated gene products were not regulated by elf18, whereas only 3–4% of elf18-regulated gene products were not also regulated flg22.

Table 5 outlines the overrepresented GO terms present in these clusters of gene products regulated by only one of the two MAMPs studied. Of particular interest are a number of defense genes only induced one hour after treatment by flg22 and not by elf18. These genes include a number of TIR-NBS-LRR class genes, as well as *PAL1*, *Respiratory Burst Oxidase Homolog A (RBOHA)*, *WRKY70* and *CDPK-Related Kinase 4 (CRK4)*. In addition, a number of auxin-responsive gene products showed reduced abundance only after flg22 treatment, as well as other auxin-responsive genes upregulated only by elf18.

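RBOHA (At5g07390), an NADPH oxidase gene, had an intensity of 1302 ± 388 (SD, n = 2) with flg22, 620.5 ± 38.5 (SD, n = 2) with elf18 and 562 ± 16.2 (SD, n = 3) in untreated Col-0; the log2 fold changes against untreated were 1.16 (adjusted p = 0.001 from limma) and 0.14 (adjusted p = 0.78). The direct difference between the MAMPs was 1.01 (limma adjusted p = 0.033; adjusted p = 0.094 to 0.36 without 1 of Col-0 flg22 replicate 2, Col-0 elf18 replicates 3 and 1). WRKY70 (At3g56400), a regulator of salicylic acid responses, rose with flg22 (log2 fold change 1.52, limma adjusted p = 0.00015) and had 0.65 with elf18 (adjusted p = 0.074, or 0.022 without Col-0 untreated replicate 3); the difference between them did not pass (adjusted p = 0.09, or 0.041 without the replicate block). PAL1, the entry enzyme of phenylpropanoid synthesis, did not pass with either (log2 fold changes 0.37 and 0.25, limma adjusted p = 0.078 and 0.33, the former 0.046 without the replicate block). The genes that the array annotation calls transmembrane receptors, its term for resistance genes of the TIR class such as RPS6 (At5g46470), were taken as a list of 124, chosen after the data were seen. With flg22, 75 of them were higher and 8 lower, and with elf18 57 and 5; in the direct comparison, 28 were higher with flg22 and 3 with elf18. AT2G32140 and AT4G11170 had the largest differences among them (log2 flg22 over elf18 2.01 and 1.75).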

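IAA29 (At4g32280) and IAA6 (At1g52830), early auxin-response repressors, stood higher with elf18 than with flg22 (log2 flg22 over elf18 -2.54 and -2.42, adjusted p = 0.00037 and 0.00046 from limma), and so did SAUR15 (At4g38850), a small auxin-up RNA, and the ethylene synthesis gene ACS4 (At2g22810) (-3.33 and -3.72). The intensity of IAA29 was 307 ± 17.7 (SD, n = 2) with flg22, 1556 ± 182 (SD, n = 2) with elf18 and 829.8 ± 190.3 (SD, n = 3) in untreated Col-0. Of 30 auxin genes, 10 were lower with flg22 than with elf18 (21 when adjusted over the list alone) and none was higher (1 when adjusted over the list alone), and the set passed (camera, adjusted p = 1.1e-16, and adjusted p = 0.021 with an estimated correlation), but not with an estimated correlation and no replicate block (adjusted p = 0.068). Against untreated Col-0, 6 were higher and 12 lower with flg22 (6 and 14 when adjusted over the list alone), and 11 higher and 6 lower with elf18 (11 and 6); as sets, neither passed with an estimated correlation (limma adjusted p = 0.74 and 0.4). The auxin receptors TIR1 and AFB3 (At1g12820) fell with flg22, AFB3 by a log2 fold change of -1.50, and TIR1 also with elf18 (-0.90).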

**Table 5:** Summary of seedling growth inhibition and callose deposition assays for candidate genes giving a differential response in at least one knockout plant line compared with wild-type Col-0 plants.

Gene number	Gene name	TDNA line	Insertion site(s)	Knockout plant	Callose phenotype^a^	SGI phenotype^b^
At1g47370	Response to bacterial type III effector protein Hopba1 (*RBA1*), TIR-only receptor	SALK_024124C	intron	*rba1-1*	WT	WT
	TIR-only receptor	SALK_037091C	exon	*rba-2*	-	WT
At3g10160	Folylpolyglutamate synthetase 2 (*FPGS2*)	SAIL_510_E12	exon	*fpgs2-2*	WT	-
		SALK_008883C	exon, promoter of At3g10150	*fpgs2-1*	WT	WT
At3g55630	Folylpolyglutamate synthetase 3 (*FPGS3*)	SALK_038762C	promoter, 5'UTR, 3'UTR of 3g55620	*fpgs3-1*	WT/+	-
		SALK_116244C	promoter, 5'UTR	*fpgs3-2*	+	WT
At5g05980	Folylpolyglutamate synthetase 1 (*FPGS1*)	SALK_032544C	promoter, 5'UTR, exon	*fpgs1-2*	+	-
		SALK_015472C	exon	*fpgs1-1*	+	WT
At5g15660	F-box and associated interaction domains-containing protein	SALK_036563C	exon	*f-box-1*	-	WT
		SALK_047400C	5'UTR	*f-box-2*	WT	WT
At5g64640	Plant invertase/pectin methylesterase inhibitor superfamily	SALK_063593C	intron	*pmei-2*	-	-
		SALK_121275C	exon	*pmei-1*	WT	WT

^a^(-) less or (+) more percent area than Col-0 treated with 1uM flg22

^b^(-) larger fresh weight (less seedling growth inhibition) than Col-0 treated with 1uM flg22 for 10 days

### Gene knockout studies for candidate genes

Disrupting poly(ADP-ribosyl)ation mechanisms disrupts a subset of plant innate immune responses [7,12], including callose deposition and seedling growth inhibition. We therefore hypothesized that knockouts of some of the genes identified in the above transcriptional profiles (ie., those genes downstream of PARP or PARG activation) will alter some plant defense responses. Homozygous Arabidopsis T-DNA knockout plant lines for genes selected from a subset of the categories in Figs 3 and 4, the gene products whose regulation by MAMP is then broken or misregulated by PARP inhibitor treatment or *parg1-2* knockout. Of the 178 genes represented by lists C1-C4, 54 homozygous T-DNA knockouts were available and initially screened (S4 Table). We did not investigate genes with previously confirmed roles in plant defense. Plants were first screened for altered MAMP-induced seedling growth inhibition and callose deposition, two downstream indicators of detection and response to MAMPs. Of the 54 plant lines screened, one (At3g55630) showed attenuated seedling growth inhibition and 3 (At1g47370, At3g55630, and At5g15660) displayed reduced callose deposition phenotypes, including one knockout (At3g55630) with both seedling growth inhibition (Fig 6) and callose phenotypes (Fig 7). Table 1 provides a summary of these experiments, including tests with second knockout alleles that are discussed below.

**Fig 6:**
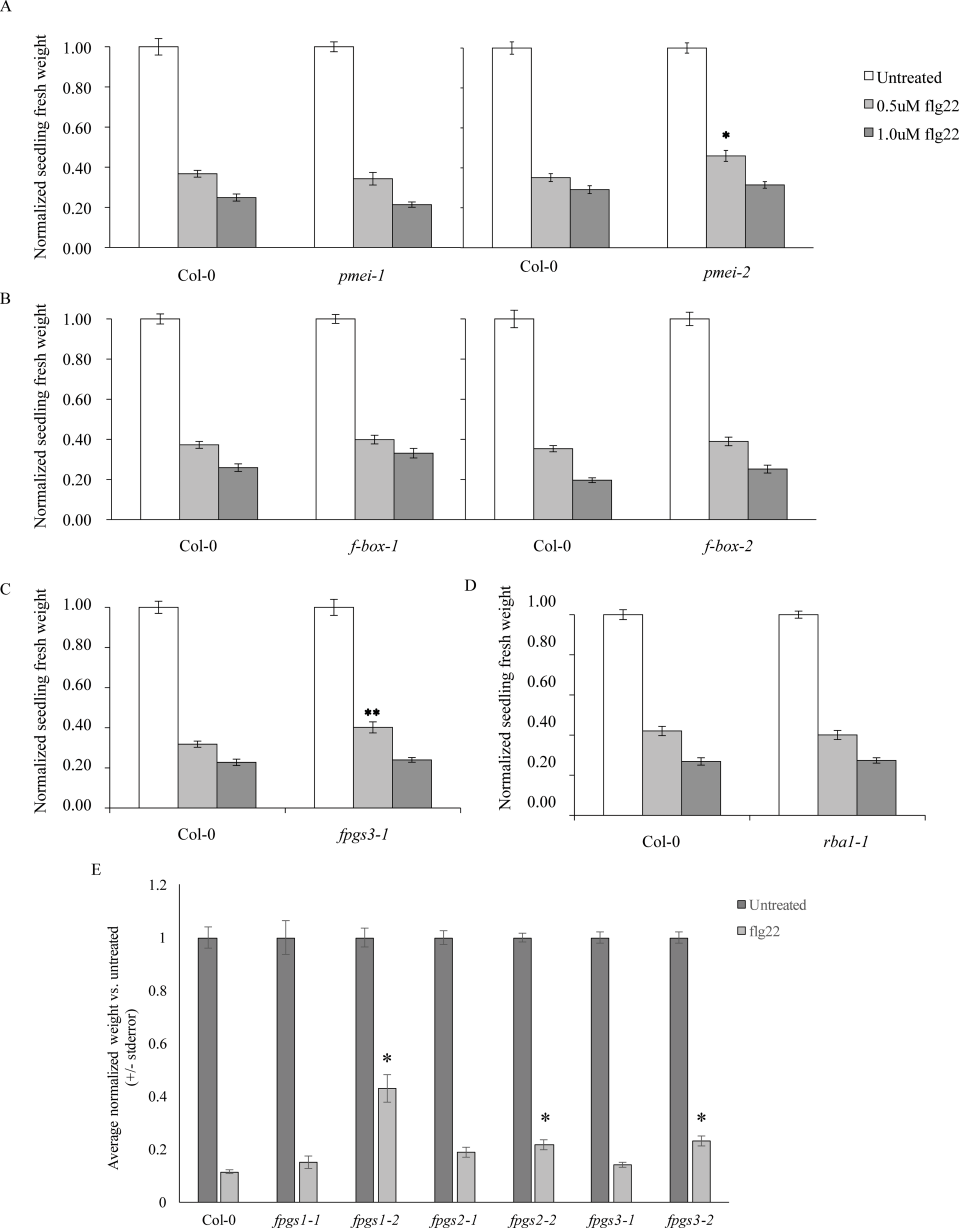
Seedling growth inhibition assay. Five-day-old seedlings of the indicated genotypes were treated with 0.05uM (low) or 1.0uM (high) flg22 peptide and grown for an additional 14 d. Fresh seedlings weights were then recorded and normalized to the average untreated weight within each genotype. A. Pectin methylesterase inhibitor (*PMEI*) (At5g64640) knockouts versus untreated, three (*pmei-1*) and four (*pmei-2*) biological replicates of 12 seedlings per treatment. B. F-box domain-containing gene (At5g15660) knockouts versus untreated, three (*f-box-1*) and two (*f-box-2*) biological replicates of 12 seedlings each. C. *Folylpolygutamate synthetase 3 (FPGS3)* (At3g55630) knockout versus untreated, three biological replicates. D. TIR-X domain-containing gene (At1g47370), three biological replicates. Asterisks summarize ANOVA results across all experiments for tests of similarity of means between the mutant genotype and wild-type plants treated with the same concentration of flg22. E. *FPGS1* (At5g05980), *FPGS2* (At3g10160), and *FPGS3* (At3g55630) versus untreated, three biological replicates. (Tukey's simultaneous test: * *P* < 0.05; **P < 0.005; no asterisk, *P* > 0.05).

**Fig 7:**
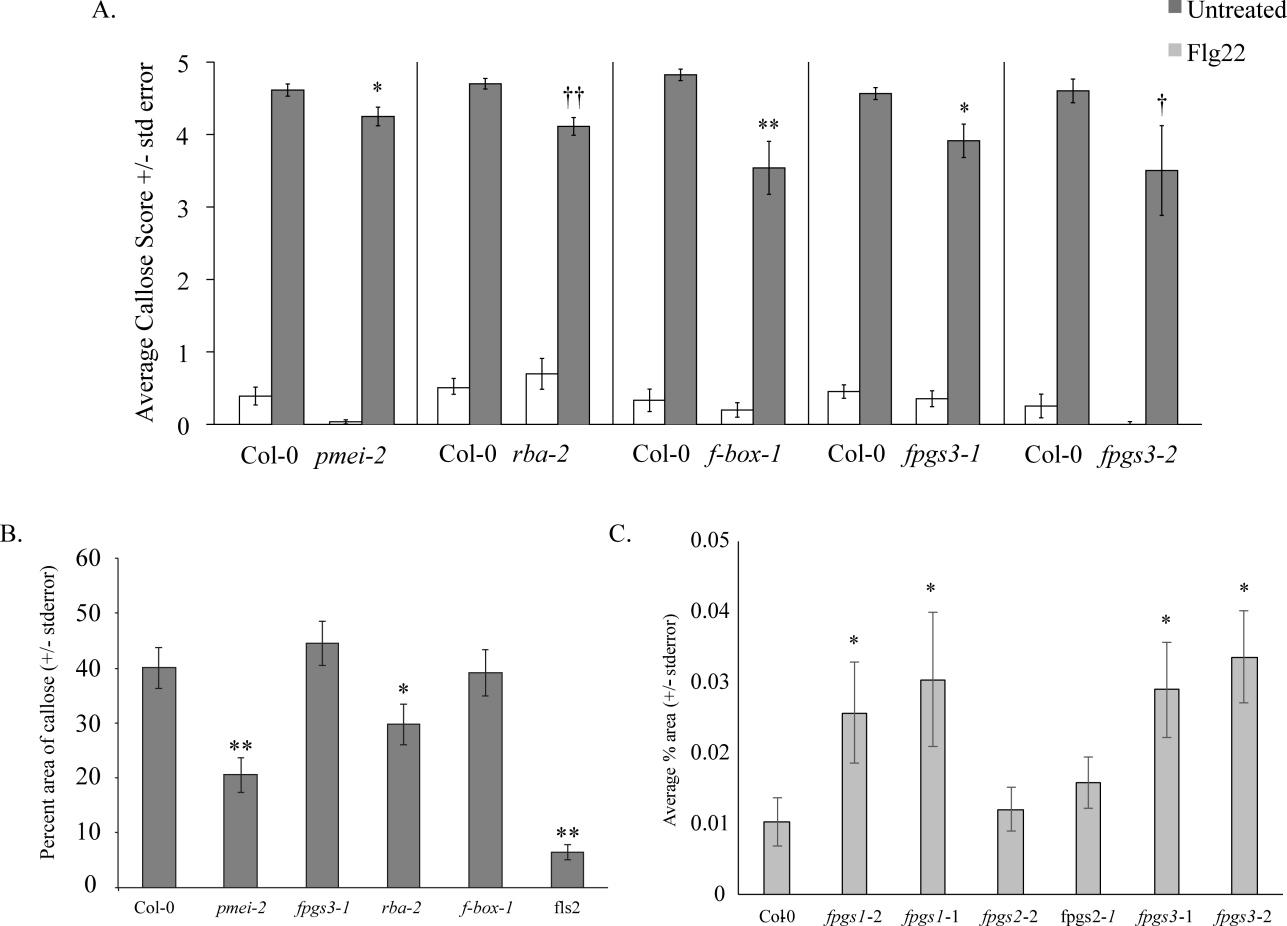
Callose deposition assay. A. 10-day-old Arabidopsis seedlings were treated with distilled, deionized water (H_2_O) or 1 μm flg22, fixed 24 h after flg22 elicitation, and visualized for callose deposition by aniline blue staining and epifluorescence microscopy. Degree of callose deposition was categorized using a scale of 0 to 5, 0 = no callose deposits, 5 = dense callose deposits over entire field of view. Twelve cotyledons per genotype were examined and compared to wild-type (Col-0) responses per biological replicate (n). *pmei-2* (At5g64640) n = 1; *rba-2* (At1g47370) n = 5; *f-box-1* (At5g15660) n = 4; *fpgs3-1* and *fpgs3-2* (At3g55630) n = 4, n = 1, respectively. Asterisks summarize ANOVA results across all experiments for tests of similarity of means between the mutant genotype and wild-type plants treated with flg22 (Tukey's simultaneous test: †P<0.15; ††P<0.1; *P<0.05; **P<0.005; no asterisk, P > 0.05). B. For selected lines, callose deposits were quantified as average percent area covered by white pixels within the viewfield, corresponding to flg22-induced callose, +/- standard error. Ten cotyledons per genotype were examined for each of four biological replicates. Asterisks summarize ANOVA results across all experiments for tests of similarity of means between the mutant genotype and wild-type plants treated with flg22 (Tukey's simultaneous test: *P < 0.055; **P < 0.005; no asterisk, P > 0.05). Representative flg22-treated cotyledons for each genotype in B are shown in C.

### A folylpolyglutamate synthetase is required for wild-type responses to MAMPs

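FPGS3 (At3g55630), a cytosolic folylpolyglutamate synthetase, lies on chromosome 3 from 20647648 to 20650471 (array annotation, Release 6). Its intensity was 3110.5 ± 320.3 (SD, n = 2) in parg1-2 with elf18, 3783 ± 301 (SD, n = 2) in Col-0 with elf18, 4278 ± 240.0 (SD, n = 2) in untreated parg1-2 and 4369 ± 494 (SD, n = 3) in untreated Col-0. With elf18 the log2 fold change was -0.49 in parg1-2 (adjusted p = 0.08 from limma) and -0.21 in Col-0 (adjusted p = 0.46). Between parg1-2 and Col-0 with elf18 it was -0.31 (standard error 0.17, limma adjusted p = 1), and the difference between both responses was -0.27 (95% interval -0.79 to 0.24); neither passed. The paralogs FPGS1 (At5g05980) and FPGS2 (At3g10160) had log2 fold changes of -0.16 and -0.37 between parg1-2 and Col-0 with elf18, which did not pass either (limma adjusted p = 1 and 1).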

At3g55630 was identified from the microarray as a *parg1-2* misregulated gene whose expression is only downregulated by elf18 in *parg1* knockout plants, but not in wild-type plants (-1.4-fold downregulated compared to efl18-treated Col-0). This gene encodes a cytosolic FPGS (FPGS3) that adds polyglutamate tails to folate and folate derivatives. A T-DNA line knocking out expression of this gene (Salk_038762C) is less responsive to a nonsaturating concentration of flg22, as measured by seedling growth inhibition. This *fpgs3* knockout line is also deficient in flg22-induced callose deposition. These plants also displayed fewer stained callose deposits than wild-type seedlings (Fig 7).

T-DNA lines knocking out the other *FPGS* genes encoded by the Arabidopsis genome were also studied. Two separate alleles of both *fpgs1* and *fpgs3* knockout plants produced statistically significantly more callose in response to flg22 than Col-0 or *fpgs2* knockout plants (Fig 7C). Additionally, the *fpgs1-2* (SALK_032544C) and *fpgs2-2* (SALK_821517C) alleles displayed statistically significantly less seedling growth inhibition than wild-type, *fpgs1-1*, and *fpgs2-1* plants (Fig 6E).

### Knocking out expression of an F-box gene, a TIR-domain containing gene, and a pectin methylesterase inhibitor disrupts flg22-induced callose deposition

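AT5G15660 encodes an F-box protein and lies on chromosome 5 from 5095655 to 5097044 (array annotation, Release 6). Its intensity was 22.4 ± 2.92 (SD, n = 3) in untreated Col-0, 144 ± 100.4 (SD, n = 2) with flg22, 20.4 ± 1.69 (SD, n = 2) with 3AB and 27.3 ± 3.32 (SD, n = 3) with 3AB and flg22, and the flg22 arrays lay at 72.6 and 215. The gene is among the dimmest 25% on these arrays, so its folds rest on signal near the floor. The differences of the flg22 response with 3AB and with 3MB are both taken from the response without an inhibitor. They share its 2 flg22 arrays and are not independent. The log2 fold change with flg22 was 2.47 (adjusted p = 1.3e-05 from limma) and with flg22 in the presence of 3AB 0.31 (adjusted p = 0.55). Between 3AB with flg22 and flg22 alone it was -2.18 (limma adjusted p = 0.011); it moved to -1.48 without Col-0 flg22 replicate 1, where it did not pass (adjusted p = 0.11), and to -2.89 without Col-0 flg22 replicate 2. The difference between both responses was -2.16 (95% interval -3.02 to -1.30, limma adjusted p = 0.49, or 0.0077 without Col-0 flg22 replicate 2). In the presence of 3MB the flg22 response was also smaller (log2 difference -2.06, limma adjusted p = 0.027; adjusted p = 0.058 to 0.13 without 1 of Col-0 3MB + flg22 replicates 3 and 2, Col-0 untreated replicates 3 and 1, Col-0 3MB replicates 3 and 2, Col-0 flg22 replicate 1).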

At5g15660 (Salk_063563c, Salk_047400c) was identified from the microarray as a gene whose flg22-induced upregulation is broken by 3AB treatment (-3.5-fold downregulated compared to flg22-treated Col-0 plants). These knockout plants had fewer callose depositions than wild-type plants (Fig 7).

The gene At5g64640 encodes a pectin methylesterase inhibitor protein. This gene was identified through our microarray analysis as a *parg1-2* misregulated gene whose expression is only downregulated by elf18 in *parg1* knockout plants, but not in wild-type plants (-1.3-fold downregulated compared to elf18-treated Col-0 plants). 

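AT5G64640 lies on chromosome 5 from 25853953 to 25856279 (array annotation, Release 6), and its intensity was 2753 ± 166 (SD, n = 2) in parg1-2 with elf18 and 3740.1 ± 60.6 (SD, n = 2) in Col-0 with elf18. In parg1-2 it fell with elf18 (log2 fold change -0.48, adjusted p = 0.0081 from limma; adjusted p = 0.08 to 0.1 without 1 of parg1-2 elf18 replicate 2, parg1-2 untreated replicate 3), and in Col-0 the change was -0.04 (adjusted p = 0.88). The direct difference between the genotypes with elf18 was -0.47 (standard error 0.11, limma adjusted p = 0.53), and the difference between both responses -0.44 (95% interval -0.76 to -0.11, adjusted p = 1).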

A single At5g64640 knockout allele (Salk_063593c) shows attenuated responses to flg22 in the form of both reduced seedling growth inhibition (Fig 6) and fewer callose depositions (Fig 7). This seedling growth inhibition phenotype was not repeatable in a second allele (SALK_121275C), or at higher, saturating flg22 concentrations. Salk_063593c plants also had fewer callose depositions than wildtype (Fig 7).

The gene At1g47370 encodes a TIR (Toll-Interleukin-like Receptor) domain-containing protein. This gene was identified through our microarray as being upregulated by elf18 only in the *parg1* knockout background (2.2-fold upregulated compared to elf18-treated Col-0 plants). 

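RBA1 (At1g47370) lies on chromosome 1 from 17368338 to 17371143 (array annotation, Release 6), and its signal was low: 90.7 ± 51.4 (SD, n = 2) in parg1-2 with elf18, 64.5 ± 14.5 (SD, n = 2) in Col-0 with elf18, 21.8 ± 3.05 (SD, n = 2) in untreated parg1-2 and 28.2 ± 2.69 (SD, n = 3) in untreated Col-0. With elf18 it rose in parg1-2 (log2 fold change 1.90, adjusted p = 0.0055 from limma; adjusted p = 0.071 to 0.086 without 1 of parg1-2 elf18 replicate 1, parg1-2 untreated replicate 1), and in Col-0 it had 1.12 (adjusted p = 0.057). Flg22 raised it in Col-0 by a log2 fold change of 1.87 (limma adjusted p = 0.0015; adjusted p = 0.056 without Col-0 flg22 replicate 2). Between parg1-2 and Col-0 with elf18 the log2 fold change was 0.34 (95% interval -0.55 to 1.24), and the difference between the responses was 0.78 (95% interval -0.44 to 2.01); neither passed (limma adjusted p = 1 and 1). The former turned to -0.15 without parg1-2 elf18 replicate 1, and was 1.12 with all 27 arrays by published ratios, where it did not pass either.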

At1g47370 knockout plants (Salk_037091 and Salk_024124), show wild-type seedling growth inhibition (Fig 6), but are deficient in flg22-induced callose deposition (Fig 7). In preliminary studies all of the above-described knockout plants showed wild-type ROS burst and defense gene induction in response to flg22.

## Discussion

Gene expression profiling studies provide a number of opportunities for further characterization of molecular pathways of interest. For example, microarray data can be used to identify genes and acquire knockouts for a targeted mutant screen, to examine *cis*-regulatory element overrepresentation or Gene Ontology term overrepresentation, to conduct other pathway/biological process analyses, to compare with other published microarrays for common trends, and to manually examine expression patterns displayed by particular genes of interest [69–71].

The present transcriptomics study has opened up a number of research opportunities, some new and some previously implicated, for further study of the molecular mechanisms of both poly(ADP-ribosyl)ation and plant innate immunity and the links between them. We previously hypothesized putative roles for poly(ADP-ribosyl)ation in a subset of innate immune responses, including MAMP-regulated cell wall modifications, phenylalanine ammonia lyase activity, and genotoxic stress responses (Adams-Phillips 2008; Adams-Phillips 2010). This study was designed to investigate these hypotheses and provide a finer focus on how PARP, PARG and poly(ADP-ribose) may affect basal defense responses in plants. The following sections of this discussion address these hypotheses, as well as other new insights gained.

### PARP and PARG activity in the absence of MAMP exposure

A general examination of mRNA abundances across all treatments provided insights into the roles of PARP and PARG in untreated, unstressed plants. In this study, hierarchical clustering placed the overall transcriptome of 3AB-treated plants closest to untreated *parg1* mutants and wild-type plants (Fig 2), and in our hands 3AB-treated plants have appeared healthy (present study and Adams-Phillips 2008). However, we did identify genes that exhibit differential mRNA abundance between untreated and 3AB-treated Col-0 plants. Future study of those genes may offer insights into roles of PARP activity in relatively unstressed plants. The data from this study are available for other inquiries (S5 Table And GEO (http://www.ncbi.nlm.nih.gov/geo) #GSE100205). For example, although representing potentially problematic differences in mode/timescale of pathway inhibition, comparison of 3AB-treated plants with *parg1* plants might provide some insight into the transcriptional effect of depletion vs. accumulation of polyADP-ribose. 

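At the same nominal dose of 2.5 mM, ARD3 (At2g26400), a gene of methionine salvage, and PDR12 stood higher with 3MB than with 3AB (log2 3MB over 3AB 3.77, 95% interval 2.83 to 4.71, and 3.14, 95% interval 2.82 to 3.47), and SDI1 stood lower (-3.23, 95% interval -3.63 to -2.82). GH3.3, which rose with both inhibitors, was higher with 3MB by 1.25 (95% interval 1.01 to 1.48). Tested directly in limma, 1595 genes differed between 3MB and 3AB, 871 higher and 724 lower with 3MB, and the count was 654, 559, 741 and 934 without 3AB replicate 2, 3AB replicate 3, 3MB replicate 2 and 3MB replicate 3, and 751 with the compared conditions alone and no replicate block. Auxin genes were higher with 3MB in 19 of 30 cases (24 when adjusted over the list alone; camera, adjusted p = 2e-17, and adjusted p = 0.019 with an estimated correlation) and detoxification genes in 21 of 34 (22 when adjusted over the list alone; adjusted p = 1.6e-15, and adjusted p = 0.021 with an estimated correlation). Jasmonate genes were lower in 8 of 22 cases (13 when adjusted over the list alone; limma adjusted p = 1.2e-10, and adjusted p = 0.014 with an estimated correlation), sulfur-deficiency genes in 8 of 17 (11, adjusted in that way; adjusted p = 6.4e-10, and adjusted p = 0.021 with an estimated correlation) and indole defense genes in 5 of 18 (8; adjusted p = 3.5e-08, and adjusted p = 0.044 with an estimated correlation). Of 28 genes higher with 3AB, 25 were higher with 3MB, and of 54 lower ones 53 were lower, where independent calls would give 1.38 and 2.70. Across genes the correlation of both inhibitor effects was 0.387, and arrays simulated without any change gave 0.383, since both effects share the untreated arrays; the covariance was 0.0422 against 0.0128.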

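With flg22 added, WRKY29 reached 7270.0 ± 969 (SD, n = 3) in the presence of 3MB and 14867 ± 3093 (SD, n = 3) in the presence of 3AB (log2 fold change -1.02, 95% interval -1.33 to -0.71), and WRKY41 was lower as well (log2 fold change -1.69). Between these conditions, of 3 arrays each, 3224 genes passed in limma, 1616 higher and 1608 lower with 3MB, or 824 when these 6 arrays alone were fitted, without a replicate block. The flg22 response itself differed in the presence of 3MB for 248 genes, 29 with a larger and 219 with a smaller value, or 164, 130 and 163 genes without flg22 replicate 1, flg22 replicate 2 and 3MB replicate 2. PDR12, GSTU11 (At1g69930) and DMP1 (At3g21520) had smaller flg22 responses with 3MB (log2 differences -3.11, -3.04 and -2.92), and SDI1 fell less (log2 difference 2.02). PDR12 already rose and SDI1 already fell with 3MB alone, so the smaller responses of these genes go with changed starting levels. Of 21 early MAMP-response genes, 4 had a smaller response (7 when adjusted over the list alone; camera, adjusted p = 1.1e-07, and adjusted p = 0.022 with an estimated correlation).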

The genome-wide hierarchical clustering presented in Fig 2 also demonstrates why further analysis of 3MB treatment data was not pursued - 3MB treatment caused a large number of mRNA abundance changes, suggesting pleiotropy and off-target effects of that PARP inhibitor. 3AB is likely to also have off-target impacts beyond its demonstrated inhibition of PARP, but apparently those impacts are much more limited.

3AB-treated plants did have reduced abundances of eight NB-LRR genes associated with plant defenses, and these PARP-inhibited plants also showed differential abundances of the transcripts of programmed cell-death and abiotic stress-related genes such as *GrimReaper (GRI*, At1g53130), *Syntaxin of Plants (SYP122* At3g52400), two DNAJ heat shock genes (At1g58725 and At3g13310), a heat stress transcription factor (*HSFA7A*, At3g51910), and the sulfur-deficiency related genes *LSU3* (At3g49570), *LSU1* (At3g49580), and *ATSDI1* (At5g48850).

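GRI (At1g53130), an extracellular protein tied to cell death, fell from 79.0 ± 4.49 (SD, n = 3) to 29.3 ± 4.38 (SD, n = 2) with 3AB (log2 fold change -1.49, adjusted p = 0.0088 from limma; adjusted p = 0.066 to 0.26 without 1 of Col-0 untreated replicate 3, Col-0 3AB replicates 3 and 2). AT3G13310, a DNAJ heat shock gene, rose from 3136 ± 229 to 10092 ± 2003 (log2 fold change 1.71, limma adjusted p = 7.4e-05). LSU3 of the sulfur-deficiency response was lower (log2 fold change -1.52, limma adjusted p = 0.026; adjusted p = 0.15 to 0.47 without 1 of Col-0 untreated replicates 3 and 2, Col-0 3AB replicates 3 and 2). SYP122 (At3g52400), AT1G58725, HSFA7A (At3g51910) and LSU1 did not pass (log2 fold changes 0.40, 0.21, 0.72 and -1.34; limma adjusted p = 0.62, 1, 0.089 and 0.21). The array annotates AT1G58725 as a carboxylic ester hydrolase, where the paper has a DNAJ heat shock gene; this gene and GRI are among the dimmest 25% of genes. Among the 124 TIR-class receptors of the list chosen after the data were seen, none passed with 3AB over all genes in limma, and 2 were higher and 1 lower when adjusted over the list alone; 8 were higher and 19 lower with 3MB.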

Hierarchical clustering placed the overall transcriptome of *parg1* mutants closest to 3AB-treated plants (Fig 2), which itself is noteworthy. However, close inspection of their respective lists of genes differentially expressed relative to wild-type plants revealed an intriguing defense-related observation. Ten defense-related NB-LRR genes exhibited increased rather than decreased mRNA abundance in the *parg1* mutant. 

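AT5G41750 and RPS6, resistance genes of the TIR class, were higher in untreated parg1-2 (log2 fold changes 1.04 and 0.89, adjusted p = 0.016 and 0.021 from limma). Both calls were lost with single arrays left out: AT5G41750 had limma adjusted p = 0.06 to 0.65 without 1 of Col-0 untreated replicates 3 and 1, parg1-2 untreated replicates 3 and 1, and RPS6 adjusted p = 0.063 to 0.71 without 1 of Col-0 untreated replicates 3, 1 and 2, parg1-2 untreated replicates 3 and 1. Of the 124 TIR-class receptors, 2 were higher and 0 lower in parg1-2 over all genes, and 7 were higher when adjusted over the list alone, a list chosen after the data were seen. Across all genes, the effects of parg1-2 and of 3AB had a correlation of 0.114, where arrays simulated without any change gave 0.402 because both are set against the same untreated arrays. The covariance was 0.00627 against 0.0103. Since the simulated value is the larger, the draws may overstate the noise, and these values cannot tell whether the effects are alike or opposite. Arrays of 3AB and untreated parg1-2 lay 0.354 apart on average (root mean square, log2).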

The de-activation of these genes in PARP inhibitor-treated plants and their reciprocal activation in *parg1* knockout plants suggests further possible impacts of plant poly(ADP-ribosyl)ation on plant immune responses. This type of observation also demonstrated the need for the subtraction scheme used above (Fig 3) to generate lists of genes whose mRNA abundances were truly affected by both MAMP treatment and either 3AB or *parg1* knockout.

### Use of GO term overrepresentation analysis as a discovery tool

Unlike many other transcriptomics studies [11] GO term overrepresentation analysis yielded few results that motivated us to further investigation in the current study. The fact that a “loosening” of statistical criteria was required in order to perform a such an analysis may partially explain this—most of the genes in the lists were only 1.2-fold up or downregulated, with q < 0.1. We therefore focused more on targeted knockouts and manual examination of gene lists. However, over-represented GO terms for this gene expression study included "chloroplast membrane", "chloroplast thylakoid membrane" and "photosystem" for flg22/3AB plants, suggesting possible stress points that arise when MAMP responses are disrupted by PARP inhibition. The "innate immune response" GO term was significant for elf18/*parg1*, bringing attention to specific elf18-activated defense-associated genes whose expression is altered in *parg1* plants. As with all microarray studies, only a limited set of conditions could be analyzed in the current study. We chose to focus our analysis on the plant response to flg22 and elf18 peptides at one hour after treatment, but it is likely that other time points and/or other pathogen-associated stimuli could uncover additional relevant pathways. Other users with different viewpoints may also be able to exploit not only the specific genes on the gene lists of this study, but also the GO analyses, to help shape future investigations.

### Poly(ADP-ribosyl)ation regulates a subset of innate immune responses

We previously reported that ROS synthesis and induction of some early defense genes remained intact in the presence of 3AB while callose and lignin deposition and PAL activity were inhibited [7]. A wide array of gene products display altered mRNA abundances upon MAMP treatment (up to a quarter of the genome, in fact), but only a small subset of those MAMP-regulated transcriptional responses is altered by PARP inhibitor or *parg1* knockout. This observation supports our previous findings (Adams-Phillips 2010) that only some—not all—MAMP-regulated basal defense responses are altered by disrupting poly(ADP-ribosyl)ation.

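With 3AB present, FRK1, MYB51 and WRKY29 still rose with flg22 (log2 fold changes 2.59, 2.83 and 2.39 against 3AB alone), and TIR1 fell (-1.45). In all, 7687 genes passed, 3096 higher and 4591 lower, and 2854 of the higher and 3843 of the lower ones also passed in the same direction without 3AB. The log2 fold changes with and without 3AB had a correlation of 0.965 across genes and a slope of 0.940; these responses share no array. For elf18, 1957 genes were higher and 1871 lower in both genotypes, and the correlation between parg1-2 and Col-0 was 0.886. Early MAMP-response genes were higher with flg22 in the presence of 3AB in 21 of 21 cases (21 when adjusted over the list alone), and the enzymes of poly(ADP-ribose) metabolism in 6 of 13 (6, adjusted likewise; camera, adjusted p = 4.8e-05, and adjusted p = 0.044 with an estimated correlation); without 3AB, 6 of the latter were higher (adjusted p = 0.051 with an estimated correlation, and 0.03 without the replicate block), among them PARG2 (log2 fold change 3.65). In an interaction test the early MAMP-response list had a smaller flg22 response with 3AB (median log2 difference -0.22, camera adjusted p = 4.1e-10, and adjusted p = 0.0098 with an estimated correlation), with no single gene past the threshold. The list already stood higher with 3AB before flg22, and after flg22 its median was not lower with 3AB than without. The smaller response therefore goes with a higher starting level.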

PARP inhibition disrupted a number of MAMP-regulated transcriptional responses that involve cell wall-related genes, further demonstrating a role for poly(ADP-ribosyl)ation in defense-related cell wall reinforcement. In the presence of flg22, 3AB downregulated a synbindin ER to golgi transport gene (At5g02280). 

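AT5G02280 had an intensity of 818 ± 75.7 (SD, n = 3) with 3AB and flg22 and 1144 ± 9.34 (SD, n = 2) with flg22 alone (log2 fold change -0.49, standard error 0.16, adjusted p = 0.5 from limma). Against 3AB alone it fell with flg22 (log2 fold change -0.49, limma adjusted p = 0.042; adjusted p = 0.06 to 0.37 without 1 of Col-0 3AB + flg22 replicates 3 and 2, Col-0 3AB replicates 3 and 2), and without 3AB the change was -0.07 (adjusted p = 0.82). The difference between both responses, -0.42, did not pass (limma adjusted p = 1).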

PARP inhibition also disrupted the flg22-regulated accumulation of an alpha-glucosidase (oligosaccharide metabolism) transcript (At1g24320) and, perhaps most interestingly, a glyoxal oxidase-related gene product necessary for the production H_2_O_2_ for ligninolytic peroxidases (i.e., lignin biosynthesis) (At3g57620). 3AB treatment also disrupted the flg22-induced downregulation of a cellulose synthase gene (CESA10, At2g25540). 

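AT1G24320, an alpha-glucosidase gene, rose with flg22 (log2 fold change 0.47, adjusted p = 0.0092 from limma; adjusted p = 0.051 to 0.072 without 1 of Col-0 flg22 replicates 1 and 2, Col-0 untreated replicate 1) and had 0.10 in the presence of 3AB (adjusted p = 0.69). AT3G57620, a glyoxal oxidase-related gene, rose by 0.75 (limma adjusted p = 0.018; adjusted p = 0.061 to 0.41 without 1 of Col-0 flg22 replicate 1, Col-0 untreated replicate 1) and had 0.19 with 3AB (adjusted p = 0.65). CESA10 (At2g25540), a cellulose synthase gene, fell with flg22 (log2 fold change -0.62, limma adjusted p = 0.017; adjusted p = 0.052 to 0.18 without 1 of Col-0 untreated replicates 3 and 2, Col-0 flg22 replicate 2), and with 3AB the change was -0.14 (adjusted p = 0.68). Between the responses with and without 3AB, the differences were -0.37, -0.56 and 0.47 on the log2 scale for AT1G24320, AT3G57620 and CESA10, and none passed (limma adjusted p = 1, 1 and 1); AT3G57620 and CESA10 are among the dimmest 25% of genes. Of 20 callose and cellulose synthase genes, 1 was higher and 2 were lower with flg22 (0 and 2 when adjusted over the list alone), and in the presence of 3AB 0 and 1.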

And while no defense-related cell wall phenotypes have yet been reported for *PARG1* knockout plants, *PARG1* knockout did disrupt elf18-regulated upregulation of a pectate lyase transcript (At2g02720) while downregulating a pectin methylesterase inhibitor gene (At5g64640).

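AT2G02720, a pectate lyase gene, had a log2 fold change of 0.38 with elf18 in Col-0 and -0.11 in parg1-2 (adjusted p = 0.11 and 0.77 from limma). Its intensity with elf18 was 233 ± 57.4 (SD, n = 2) in Col-0 and 165 ± 44.6 (SD, n = 2) in parg1-2, a log2 fold change of -0.55 that did not pass (limma adjusted p = 0.97), nor did the difference between the responses, -0.50 (adjusted p = 1).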

Poly(ADP-ribosyl)ation may also regulate the innate immune response via FPGS enzymes, specifically *FPGS3* (At3g55630). *FPGS3* attaches glutamate residues to folate and folate derivatives, especially THF-10 [72]. This isoform of FPGS is found in the cytosol, the location in which purine nucleotide synthesis primarily occurs [73]. Purine nucleotide synthesis is necessary for poly(ADP-ribosyl)ation, as the ADP-ribose units contain adenine. Further connections of FPGS3 to the innate immune response are discussed below.

Our previous report of 3AB blocking MAMP-induced PAL activity is also supported by the current microarray study. 

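AT1G20490, annotated on the array as a 4-coumarate-CoA ligase, had an intensity of 252 ± 95.5 (SD, n = 3) with 3AB and flg22, 352 ± 5.30 (SD, n = 2) with flg22 and 337 ± 39.9 (SD, n = 2) with 3AB. The log2 fold change between 3AB with flg22 and flg22 was -0.52 (standard error 0.25, adjusted p = 0.91 from limma), and flg22 changed it by -0.29 without 3AB and -0.53 with 3AB (adjusted p = 0.46 and 0.16, the latter 0.014 without 3AB + flg22 replicate 1). Of 15 genes of phenylpropanoid synthesis, none differed between 3AB with flg22 and flg22 alone, over all genes or when adjusted over the list alone, with a median log2 fold change of -0.08, and PAL1 had -0.16 (limma adjusted p = 1). These are transcript levels after 1 h of flg22, while the paper's earlier report is on enzyme activity, which they do not test.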

Expression of an AMP-synthetase family gene involved in phenylpropanoid metabolism (At1g20490) was downregulated when 3AB was added to flg22 treatment. This gene could provide a target for further examination into the mechanism(s) by which poly(ADP-ribosyl)ation regulates defense-related PAL activity and phenylpropanoid pigment production.

### Poly(ADP-ribosyl)ation at an intersection between plant defenses and DNA repair

A role for poly(ADP-ribosyl)ation in plant genotoxic stress responses has been demonstrated [10,29,42,52,53]. Early induction of host DNA double-strand breaks after infection by plant pathogens has been demonstrated [27]. The reactive oxygen species (ROS) burst activated by plant immune systems in response to pathogens has also been proposed to induce DNA damage that the plant would have to protect against or repair. Therefore it is not surprising that some DNA repair and reduction-oxidation homeostasis-related genes were either broken or misregulated by 3AB treatment or *PARG1* knockout. 

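AT3G13610, an oxidoreductase gene, rose with flg22 (log2 fold change 0.52, adjusted p = 0.033 from limma; adjusted p = 0.088 to 0.42 without 1 of Col-0 untreated replicates 3 and 2, Col-0 flg22 replicate 2) and had 0.37 in the presence of 3AB (adjusted p = 0.13). AT1G02940, a glutathione S-transferase, rose by 0.97 (limma adjusted p = 0.0021; adjusted p = 0.055 without Col-0 flg22 replicate 2) and had 0.38 with 3AB, while GSTU22 (At1g78340) passed in neither case (log2 fold changes 0.32 and 0.14). AT5G39865, a glutaredoxin family gene, fell with flg22 (log2 fold change -1.00, limma adjusted p = 0.0082; adjusted p = 0.061 to 0.063 without 1 of Col-0 flg22 replicates 1 and 2), and with 3AB the change was -0.66 (adjusted p = 0.073, or 0.0029 without 3AB + flg22 replicate 3 and 0.045 without the replicate block). None of these genes passed in the test of the difference between the responses, with log2 differences of -0.15 for AT3G13610, -0.59 for AT1G02940, -0.18 for GSTU22 and 0.34 for AT5G39865.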

PARP inhibition broke the flg22-induced upregulation of oxidoreductase (At3g13610), glutathione-S-transferase transcripts (At1g02940 and At1g78340), and the flg22-regulated downregulation of a glutaredoxin family gene involved in protein disulfide oxidoreductase activity (At5g39865). 

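RAD51B (At2g28560) had an intensity of 187 ± 1.72 (SD, n = 2) in parg1-2 with elf18 and 254 ± 39.9 (SD, n = 2) in Col-0 with elf18 (log2 fold change -0.47, standard error 0.19, adjusted p = 1 from limma), and SWI1 (At5g51330) had 153 ± 22.7 and 214 ± 31.9 (log2 fold change -0.49, adjusted p = 1). With elf18, RAD51B changed by -0.39 in parg1-2 and -0.26 in Col-0, and SWI1 by -0.55 and -0.12, as log2 fold changes, none past the threshold. Of 18 genes of DNA damage response and repair, none differed between parg1-2 and Col-0 with elf18, over all genes or when adjusted over the list alone, with a median log2 fold change of -0.02.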

In the presence of elf18, *parg1* plants had reduced expression of *RAD51B* (a double-stranded DNA repair gene) (At2g28560) and *SWI1* (involved in sister chromatid cohesion and chromosome organization) (At5g51330). The previously reported observation that PARP inhibition leads plants toward unproductive, toxic outcomes after exposure to MAMP [12] may also reflect a need for intact poly(ADP-ribosyl)ation machinery to protect the host from its induced defenses. Future studies that quantify reduction-oxidation and energy homeostasis inside plant cells undergoing defense responses (with and without disruption of poly(ADP-ribosyl)ation) could provide further insight into this hypothesis.

### Knocking out *PARG1* expression disrupts defense gene expression

The expression levels of a number of defense genes were also altered by *PARG1* knockout. The elf18-induced downregulation of a gamma interferon responsive lysosomal thiol reductase (which, in animals, recruits immunity-related MHC complexes to the plasma membrane) (At4g12890) was broken in *parg1* plants. 

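AT4G12890 had a log2 fold change of -0.65 with elf18 in Col-0 (adjusted p = 0.12 from limma) and -0.48 in parg1-2 (adjusted p = 0.35). Its intensity with elf18 was 167 ± 28.6 (SD, n = 2) in Col-0 and 193 ± 17.5 (SD, n = 2) in parg1-2, and the difference between the responses was 0.17 (95% interval -0.68 to 1.02).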

*PARG1* knockout also broke elf18 induction of a number of other genes (Table 3) that are not common to any one signaling pathway, suggesting that PARG activity may be required not for any one specific pathogen-stimulated pathway, but rather at many junctures. This result is consistent with our previously-published results that *PARG2* gene expression is strongly upregulated by a wide variety of defense-associated stimuli, including MAMPs, biotrophic bacteria, necrotrophic fungi, and in constitutive defense mutants (Adams-Phillips 2010), despite the fact that *parg2-1* knockout plants remain visibly healthy. Such generalized responses may indicate roles for PARG and poly(ADP-ribosyl)ation in the plant host’s protection mechanisms of protection from its own induced defenses.

### Different MAMPs activate separate, yet overlapping, basal defenses

For many years, flg22 and elf18 peptides have often been used interchangeably as elicitors of basal plant defenses. Recognized by the separate PRRs FLS2 and EFR, respectively, they have been suggested to elicit very similar sets of downstream responses. And while many microarray studies over the years have examined either flg22 or elf18 transcriptional responses [74–77], the present study examined responses to both peptides within the *same* microarray experiment. Our analysis indicates that in our experiment system, 1690 genes were regulated by just flg22, while only 207 genes were differentially regulated by elf18 alone. From this result it is clear that the two receptors activate some of the same pathways, but with very different individual behaviors. Another clue that such differences in MAMP-elicited defenses exist could also be seen in our previously reported studies [7,12], which guided the experimental setup for this transcriptomics investigation (some effects of 3AB and/or *PARG1* knockout on basal defenses were only observed for flg22 or elf18 and not the other). This was a major reason why two different MAMPs were used in the current investigation. More recent investigations with EFR and FLS2 have demonstrated specific elements of signaling that are more prominent for one of the two receptors [77–79]. FLS2 is an evolutionarily older protein than EFR that is much more broadly distributed across plant families [80]. This may account for the larger set of gene products regulated only by FLS2, if FLS2 has had more time to gain new and different functions in addition to the core set of basal defenses that it activates in common with EFR.

### Dissecting roles of poly(ADP-ribosyl)ation in basal defense responses

Screens of T-DNA knockouts chosen based on the gene lists generated in this study identified five candidate genes that may play a role in poly(ADP-ribosyl)ation’s impacts on basal defense responses. These knockouts were identified based on altered seedling growth inhibition and/or callose deposition phenotypes in response to flg22. We screened 135 Arabidopsis T-DNA lines and identified one showing altered seedling growth inhibition and four showing altered callose deposition phenotypes. The reduced growth inhibition and callose deposition suggest that the plants may not be properly detecting the presence of MAMP, or that their ability to respond to MAMP is compromised.

At3g55630 was identified from the microarray as a *parg1-2* misregulated gene whose expression is only downregulated by elf18 in *parg1* knockout plants, but not in wild-type plants. This observation suggests that PARG1 protein may be necessary for de-repression of *FPGS* expression in response to MAMP elicitation. This gene encodes a cytosolic folylpolyglutamate synthetase (*AtFPGS3*) that adds polyglutamate tails to folate co-enzymes, enhancing their stability and affinity [72]. A T-DNA line knocking out expression of this gene (Salk_038762c) is less responsive to 0.05 μM flg22, as measured by seedling growth inhibition, and callose deposition. Additionally, a T-DNA line knocking out expression of the FPGS1 isoform of FPGS (Salk_032544C) is also less responsive to flg22 than wild-type. These altered responses suggest that at least one folate-dependent enzyme—many of which are involved in methionine biosynthesis and photorespiration [72]—may be necessary for wild-type levels of basal defense response activation.

An intriguing link exists between folylpolyglutamylation and another pathway implicated by our knockout screens: pectin methylesterification. *fpgs3* single mutant plants have reduced levels of methionine and methylesterified pectins [72]. At5g64640 encodes a pectin methylesterase inhibitor that was downregulated by elf18 only in *parg1* knockout plants, displaying a similar expression pattern to *FPGS3*, and further implicating poly(ADP-ribosyl)ation in the regulation of MAMP-induced cell wall reinforcement. At5g64640 knockout plants show a reduced response to flg22 peptide, with fewer callose deposits compared to wild-type plants when treated with flg22. Pectinesterases are a group of cell-wall localized proteins that catalyze the de-esterification of methyl-esterified D-galactosiduronic acid units in cell wall pectins, creating acidic pectins that can lower cell wall pH, allowing cell expansion and growth, and leading to either cell wall stiffening (*via* production of pectate gels in the apoplasm) or cell wall loosening (*via* proton-stimulated activity of cell wall hydrolases) [81–83]. Pectinesterases are known to be involved such physiological responses as pollen tube growth and abscission. A pectin methylesterase inhibitor protein was demonstrated to be necessary for basal disease resistance and antifungal activity in pepper [84,85], but this enzyme’s role in plant defenses remains unclear. In this current study, the absence of *PARG1* led to downregulation of a pectin methylesterase inhibitor gene. Further studies will be required to characterize both the role that PARG1 plays in this pectin methylesterase inhibitor’s gene expression, as well as the function of this cell wall-associated enzyme in MAMP-induced basal defenses.

Beyond containing conserved F-box, there is little known about the other two genes identified in our basal defense screen, At5g15660 and At1g47370. F-box protein domains regulate protein-protein interactions, creating links between target proteins and ubiquitin-conjugating enzymes [86,87]. TIR-X proteins resemble TIR-NB-LRR resistance proteins, but lack the nucleotide binding and leucine-rich-repeat domains. When activated by pathogen effectors, resistance (R) proteins activate a wide range of defense responses, and TIR-X proteins have been hypothesized to modulate the activity of some TIR-NB-LRR proteins [88,89]. RBA1 (At1g47370), the TIR-X protein identified in our screen, has recently been shown to induce cell death in response to the pathogen effector HopBA1.

In summary, disruption of poly(ADP-ribosyl)ation processes alters the expression of a number of plant genes during the early stages of the response to the MAMPs flagellin (flg22) and EF-Tu (elf18). Knowledge of the specific genes that are impacted can contribute to the generation of hypotheses for future research regarding poly(ADP-ribosyl)ation and/or more general aspects of plant responses to pathogens.

## Supporting information

S1 Table Normalized calls for gene lists (relaxed).

S2 Table Normalized calls for gene lists (stringent).

S3 Table Normalized calls for flg22 vs. elf18 gene lists.

S4 Table T-DNA screen overview.

S5 Table Full array data: Abundance values for each treatment replicate for all 60,770 gene probes, as well as average normalized call values and fold-change versus untreated Col-0.

S6 Table Expression levels of defense genes regulated by flg22 versus untreated.

How the deposited data were processed for this re-analysis (not part of the article)

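RNA from pools of 10-d-old Arabidopsis seedlings was measured on 27 arrays, 1 pool per array. The authors hybridized Cy3-labeled cDNA to NimbleGen arrays of 60-mer probes and made the deposited values by robust multichip average with quantile normalization. The deposited values are linear intensity, not log2, with 2 technical values per gene and array for 30385 genes. Software settings of that step beyond these are not given in the sources used here. Coordinates in the text are those of the array annotation (Release 6). Arrays have no read depth, and their number per condition, 2 or 3, limits the precision of every comparison.

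The mean of both technical values was put on the log2 scale and fitted with limma 3.58.1 in R 4.3.3; tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A single model held 9 conditions and the replicate number as a block over 21 arrays, with 10 residual degrees of freedom and 3.31 from the prior of eBayes. From it, 16 contrasts were drawn, 3 of them differences between responses (interactions), and no gene was left out. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 over all genes and a fold change over 1.3 either way, the stringent criteria of the methods. The subtraction lists follow the rules of Fig 3 and Fig 5 at these criteria, with an unadjusted p under 0.05 and a fold over 1.3 in the last filter. Gene lists (20) were written from general knowledge and tested with camera at a preset correlation of 0.01 between genes; further lists of fewer than 5 genes were not tested. A list of 124 receptors, by the words of the array annotation, was added after the data were seen. Standard errors and 95% intervals of log2 fold changes are those of the moderated fit, and SDs are between arrays of a condition.

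Conditions come from the titles of the arrays, checked against the ratios in the supplementary tables of the paper, which share these samples. For 6 of the 27 arrays, titles and ratios give different conditions, and these were left out of every comparison; a pair of them was placed by elimination only. The design, the lists but for the one added, the alternatives and the rule for named genes were chosen before the data were examined. The rule named, for each contrast, the 10 genes with the largest increase and the 10 with the largest decrease among those that passed with arrays that did not overlap (for interactions, among those that passed), every gene the paper names with a locus code, and up to 4 members with the smallest limma adjusted p of each list described. The text gives some of the genes so named, and the paper's own values for its genes were seen beforehand; receptors of the added list were named after their values were seen.

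The block follows the methods, which treat all conditions of a replicate together and the replicates on separate dates. In a check of this pairing, deviations from the condition means had a median correlation of 0.0220 over 63 pairs of arrays with the same replicate number and of -0.0207 over 132 pairs with different numbers. The model was tested on simulated data with 200 genes changed at each of several folds: at 2-fold it recovered 79% for flg22, 81% for 3AB, 48% for the flg22 response with 3AB minus without and 35.5% for the elf18 response in parg1-2 minus Col-0; at 1.5-fold the shares were 33%, 24.5%, 6% and 3%. At most 10 of 29585 unchanged genes passed. Shared controls were simulated in 20 sets of unchanged arrays, the subtraction rules in 40, and the rule for genes of flg22 alone in 20 without an effect of elf18.

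Alternatives were all arrays placed by title or by the published ratios, no replicate block, the compared conditions alone without a block, the same model without moderation of the variance (the setting of the methods), a trended and robust variance, and array weights. Others were the mean of log2 values, the first technical value alone, a second quantile normalization, the values of the series table, the dimmest 25% of genes left out, no fold limit, the relaxed criteria of the methods (adjusted p under 0.1, fold over 1.2), each array of a contrast left out in turn, a correlation estimated per list in camera, and the fry test. The array weights ran from 0.152 (3MB with flg22 replicate 1) to 4.60 (3MB with flg22 replicate 3), while the main model gives all arrays the same weight. Enrichment of annotation terms was not analysed here.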

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

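The tests of array quality, of early MAMP genes and of distances in the arrays left out, of noise at the thresholds, of the array 3MB with flg22 replicate 1 and of other splits of the arrays were chosen only after the results were seen; the test of QQS in the 6 arrays was set beforehand, with QQS picked as a marker of the genotypes from the 21 others.

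QQS had log2 fold changes of -4.11 in untreated parg1-2 and -4.43 in parg1-2 with elf18, each against Col-0, a signal in a gene the paper does not discuss, and it separates the genotypes: every mapped parg1-2 array was at an intensity of 197 or lower and every mapped Col-0 array at 1449.8 or higher. In the 6 arrays whose titles and published ratios disagree, QQS was 109.6 to 245 where the ratios give parg1-2 and 1696 to 3698 where they give Col-0; of the 4 arrays for which title and ratios give different genotypes, 0 lay nearer to the titled genotype, which is consistent with mislabelled samples. Low array quality is argued against, since the lowest correlation between technical blocks in these arrays was 0.997, and 0.995 in the 21 others. Early MAMP genes had a mean log2 level of 12.04 or lower in the mapped arrays without a MAMP and 13.83 or higher in those with one. Of the 4 arrays with a MAMP by title or by ratios but not by both, 0 lay on the titled side. Genotype or MAMP thus speaks against the title in 5 of the 6 arrays. These markers cannot decide on the sixth, titled 3MB and placed in 3AB by ratios. It lay farther from the former (0.443, root mean square, log2) than from the latter (0.324) and nearest to neither. The placements by ratios follow a single pattern, with a pair of them set by elimination. In the order of deposit, each of the 6 arrays has the condition and replicate titled on the next, and the last has those of the first. A shift of the titles along this order would give that pattern and would put the sixth array in 3AB. The ratios come from these same arrays, so they are not independent. With the sixth array in 3AB, 3AB over untreated lay 0.0415 from the published values (root mean square over 671 genes, log2). It lay 0.116 from them with the 21 arrays and 0.204 by title. These distances show how the paper's tables grouped the arrays, not what each array measured. No biological explanation was tested for the mismatch, and the fall of QQS itself may come from PARG1, from the insertion line or from growth; it was not tested further.

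The flg22 response of early MAMP genes was smaller with 3AB than without (median log2 difference -0.22), as was that of WRKY factors (-0.12; camera, adjusted p = 0.0098 and 0.031 with an estimated correlation, the latter 0.057 without the replicate block and 0.063 by published ratios), each a difference between groups; no single gene passed that test in limma (436 had an unadjusted p under 0.05), while the subtraction rules list 127 genes for 3AB and 88 for parg1-2. Noise at the thresholds can give lists of that size: arrays simulated without an effect of 3AB gave as many genes in 33 of 40 draws (114 to 162), and those without an effect of parg1-2 in 40 of 40 (287 to 367). The simulated lists of parg1-2 were all longer than the real ones, and so were those of both before the last filter (1603 against 755 for 3AB, 1545 against 625 for parg1-2, medians), so the draws may overstate the noise. The shift of the early MAMP list is not a matter of thresholds; its median was 0.26 for 3AB against untreated and 0.06 for 3AB with flg22 against flg22, so the smaller response goes with a higher level before flg22. An effect of 3AB on single genes stays open, since the simulated test of this difference found 48% of 2-fold changes and 6% of 1.5-fold changes. The 436 genes are 1.43% of all, below the share of 0.05 that genes without any difference would give. The test may thus be too strict, and the 436 cannot tell whether there are effects.

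The flg22 response differed with 3MB for 248 genes, a difference between groups, with medians of -0.46 for early MAMP genes and 0.46 for sulfur deficiency on the log2 scale. The array 3MB with flg22 replicate 1 stood apart in clustering, but without it the count was 263, which argues against that array as the cause; the count was 164, 130 and 163 without flg22 replicate 1, flg22 replicate 2 and 3MB replicate 2. Sulfur-deficiency genes already fell with 3MB alone and may have had less room to fall with flg22, which was not tested. An effect of 3MB on MAMP signaling stays open as the biological explanation that the design names, beside effects of the compound outside poly(ADP-ribosyl)ation, which these arrays cannot separate.

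Flg22 in the presence of 3MB against 3MB changed 7542 genes, a signal in a comparison whose ratios the paper's supplementary tables give and its text does not discuss. Between 3MB with flg22 and 3AB with flg22, 3224 genes passed, and the highest of the other splits of these 6 arrays gave 0; 1 of 10 splits, the real one, gave as many, and 10 splits are too few for a share under 0.05.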

How the results depend on the processing

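With all 27 arrays by title, limma passed 1 gene with flg22, 4 with 3MB, 1 with elf18 in parg1-2 and 28 with flg22 in the presence of 3AB, and 0 with 3AB, with elf18 in Col-0, in parg1-2 against Col-0, in 3AB with flg22 against flg22, in parg1-2 against Col-0 with elf18, in flg22 against elf18 and in 3MB against 3AB. The same placement gave 4488 genes for flg22 in the presence of 3MB, 157 for 3MB with flg22 against 3AB with flg22, 0 for the flg22 response with 3MB minus without, 0 in each list of genes of 1 MAMP only and in both sets of broken and misregulated lists, and a mean F ratio of 2.37 for condition, against 14.6. There AT3G13610 changed by -0.0538 with flg22 on the log2 scale against 0.52, and ribosomal proteins turned down in parg1-2 against Col-0 with elf18 and in the elf18 response of parg1-2 minus Col-0 (camera, adjusted p = 0.00084 and 0.029). With all 27 arrays by published ratios, 275 genes passed with 3AB (main 82), 150 in parg1-2 (36), 240 in 3AB with flg22 against flg22 (67), 120 in parg1-2 against Col-0 with elf18 (13), 2611 in flg22 against elf18 (1221), 2974 in 3MB against 3AB (1595), 4 for the flg22 response with 3AB minus without (0) and 621 with 3MB minus without (248), and 129 were lowered by elf18 alone (65). By published ratios the mean F ratio was 17.75 for condition and 1.73 for replicate, where the paper has 17.20 and 1.71. The placements by title and by published ratios both hold 27 arrays in place of 21.

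Without the replicate block, 3AB with flg22 against flg22 had 102 genes; beyond the results printed beside the claims, leaving out this pairing changed no other call in the text and moved no other count by over 1.5 times. With the compared conditions alone and no block, which leaves fewer arrays to estimate the spread, the counts were 55 in parg1-2, 4378 for flg22 in the presence of 3MB, 0 in 3AB with flg22 against flg22, 2 in parg1-2 against Col-0 with elf18, 720 in flg22 against elf18, 751 in 3MB against 3AB and 824 in 3MB with flg22 against 3AB with flg22 (3224). The model without moderation of the variance gave 43 genes with 3AB, 21 in parg1-2, 14 in 3AB with flg22 against flg22 and 55 in the lists for elf18 and parg1-2 (88). Array weights gave 398, 359 and 211 genes in the same comparisons, and 4 and 409 for the flg22 response with 3AB and with 3MB minus without; a trended, robust variance gave 3 for the former. The first technical value alone gave 43 with 3AB, 42 in 3AB with flg22 against flg22 and 7 in parg1-2 against Col-0 with elf18, and the relaxed criteria 158 with 3AB, 158 in 3AB with flg22 against flg22 and 4980 in 3MB with flg22 against 3AB with flg22. With the dimmest 25% left out, the lists for flg22 and 3AB held 74 genes (127). A second quantile normalization kept each count within 1.5 times but moved the balance of directions: 34 higher and 39 lower with 3AB (28 and 54), and 21 and 51 in 3AB with flg22 against flg22 (12 and 55). The mean of log2 values, no fold limit and the series table kept all 16 counts within 1.5 times. Except where the construction is named, the cause was not tested.

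With 1 array left out at a time, where a condition with a lone array is assumed to vary like the others, the counts ran from 5606 to 7348 with flg22, 11 to 55 with 3AB, 1666 to 2426 with 3MB, 3240 to 4261 with elf18, 8 to 20 in parg1-2, 2914 to 4397 with elf18 in parg1-2, 5414 to 7204 and 5184 to 7898 with flg22 in the presence of 3AB and 3MB, 2 to 70 in 3AB with flg22 against flg22, 3 to 6 in parg1-2 against Col-0 with elf18, 520 to 705 in flg22 against elf18, 559 to 934 in 3MB against 3AB and 2202 to 3675 with flg22 added to both. For the differences between responses they ran from 0 to 1 with 3AB, 130 to 263 with 3MB and 0 to 0 in parg1-2. Of 955 fits of named genes without 1 array, 891 kept direction and call, 59 lost the call and 5 gained one; of 180 results for named genes, 109 lost their call by title, 1 lost and 11 gained one by published ratios, 15 lost and 3 gained one with the compared conditions alone, 7 lost one without moderation, 6 with the first technical value and 2 with a second quantile normalization. Gains were 7 with array weights, 10 under the relaxed criteria and 3 with a trended variance, and 165 of 166 stayed the same without the dimmest 25%. Of 320 list tests, 93 lost their call with an estimated correlation and none reversed, and 43 lost and 10 gained one with fry; with an estimated correlation, 4 of the 320 tests lost and 6 gained a call when the replicate block was left out as well, and 1 lost and 14 gained one by published ratios, settings chosen after the data were seen. The number of arrays limits the precision of all of these.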

Differences from the paper's values

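With 3AB, 82 genes passed at the thresholds of the paper's methods, where the paper has 228; of the alternatives set before the data were examined, all 27 arrays by published ratios (275) and the relaxed criteria (158) came within 1.5 times of the paper's count, and the other settings did not. With flg22, 7866 genes passed against the paper's 3402, and no alternative came within 1.5 times; the genes higher with flg22 were 3246, and in Fig 3 the paper's count of genes raised by flg22 is about 3400, read by eye. In parg1-2 against Col-0, 36 genes passed against the paper's 128, and only the published ratios (150) came within 1.5 times. For AT5G64640, the fold change between parg1-2 and Col-0 with elf18 was -1.39 and the paper's is -1.3; the difference was within the spread between arrays by title (-1.24), by published ratios (-1.31), without the block or with the compared conditions alone (-1.36 and -1.36), with the first technical value (-1.35), with a second quantile normalization (-1.37), without parg1-2 elf18 replicate 2 (-1.30) and without Col-0 elf18 replicate 3 (-1.36), and not under the others. Genes lowered by elf18 numbered 2461, against about 4400 of the paper in Fig 3, read by eye; by published ratios (3528) and under the relaxed criteria (3449) the count came within 1.5 times, and under the others it did not. The list of genes lowered by flg22 and broken by 3AB held 24 genes, against 13 of the paper in S2 Table; without moderation of the variance (12) and with the dimmest 25% left out (11) it came within 1.5 times, and by title (0), by published ratios (28) and without the block (29) it did not.

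On the paper's markers of the flg22 response, WRKY29, FRK1, MYB51, CYP81F2 and TIR1, all calls and directions are the same here, and GRI, AT3G13310 and LSU3, which the paper has as changed by 3AB without giving a direction, passed here. The paper lists more genes as changed by 3AB: SYP122 (0.40 on the log2 scale) and AT1G58725 (0.21) passed under no setting, HSFA7A (0.72) passed by published ratios, with array weights and under the relaxed criteria (limma adjusted p = 0.022, 0.017 and 0.089), and LSU1 (-1.34) by published ratios and with array weights (adjusted p = 0.011 and 0.008). It has NB-LRR genes reduced by 3AB and increased in parg1-2; among 124 genes annotated as transmembrane receptors, a list chosen after the data were seen that does not stand for all NB-LRR genes, 0 were lower with 3AB and 2 higher in parg1-2, and when adjusted over the list alone 1 was lower and 2 higher with 3AB and 7 higher in parg1-2. It places parg1 nearest to 3AB in clustering, while here untreated parg1-2 lay 0.354 from 3AB and 0.293 from untreated Col-0 (root mean square, log2, with 2 arrays each of 3AB and parg1-2); with standardized genes, as the paper has it, these distances were 1.01 and 0.934, and with all 27 arrays by published ratios 1.03 and 0.991, both chosen after the data were seen, while the array that the ratios place in 3AB and the title in 3MB lay nearest to untreated parg1-2 (0.291).

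Of the 12 genes in Table 3, which the paper lists by its relaxed criteria as raised by elf18 in Col-0 alone, 9 passed in Col-0 at these criteria and none in parg1-2. The paper chose the 12 genes on the same samples, so this split is not independent evidence. Of the others, HWI1 passed by published ratios (limma adjusted p = 0.044, main 0.12), and RPP13 and AT4G09930 under no setting. FPGS3 is lowered by elf18 in parg1-2 in the paper; here it passed by published ratios, with array weights and under the relaxed criteria (limma adjusted p = 0.019, 0.042 and 0.08, main 0.08). AT2G02720 and AT4G12890 are changed by elf18 in Col-0 in the paper and passed by published ratios (limma adjusted p = 0.039 and 0.023), the latter also with the compared conditions alone (adjusted p = 0.021), and not in the main model (adjusted p = 0.11 and 0.12). PAL1 is induced by flg22 in the paper and passed by published ratios, without the block and under the relaxed criteria (limma adjusted p = 0.012, 0.046 and 0.078, main 0.078). For WRKY70, which the paper has with flg22 alone, the difference from elf18 passed by published ratios, without the block, with the compared conditions alone, with a trended variance and under the relaxed criteria (limma adjusted p = 0.0008, 0.041, 0.027, 0.049 and 0.09, main 0.09). The paper also has GSTU22 raised by flg22 (0.32 on the log2 scale), AT5G02280 and AT1G20490 lower with 3AB and flg22 than with flg22 (-0.49 and -0.52), and RAD51B, SWI1, AT5G64640 and FPGS3 lower and RBA1 higher in parg1-2 with elf18 than in Col-0 with elf18 (-0.47, -0.49, -0.47, -0.31 and 0.34); the directions are the same here, though that of RBA1 turned without parg1-2 elf18 replicate 1 (-0.15), and no setting passed any of them; the fold of RBA1 was 1.27, or 2.17 by published ratios, and the paper's is 2.2. These calls use a p adjusted over all genes, while the paper's last filter in Fig 3 takes p without adjustment. By that looser filter, AT5G02280, RAD51B and AT5G64640 met the direct comparison in the main model, as did AT2G02720. AT1G20490, SWI1, FPGS3 and RBA1 did not meet it. The paper chose these genes on the same samples, so meeting it again is not independent evidence. AT5G15660, lower with 3AB and flg22 than with flg22 in the paper, passed here with the adjusted p.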

Other observations

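In the presence of 3MB, flg22 raised 2857 genes and lowered 4685. The paper's supplementary tables give ratios of this comparison for listed genes, and its text does not discuss it. All 21 early MAMP-response genes were higher (21 when adjusted over the list alone; median log2 fold change 2.49; camera, adjusted p = 5.9e-29, and adjusted p = 0.00071 with an estimated correlation), and so were 14 of 17 salicylic acid genes (14 over the list alone; adjusted p = 0.0054 with an estimated correlation) and 11 of 16 ethylene genes (11 over the list alone; adjusted p = 0.0052 with an estimated correlation). Auxin genes had 17 of 30 lower and 5 higher (17 and 5 over the list alone), without passing as a set with an estimated correlation (limma adjusted p = 0.45). FRK1, WRKY29 and TIR1 had log2 fold changes of 1.96, 1.82 and -0.84 there (limma adjusted p = 4.9e-05, 1.2e-06 and 0.00016), and CYP82C3 and AT4G04480 rose by 7.74 and 8.19 on the log2 scale.

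The 6 arrays left out of the comparisons were set against the 9 conditions of the 21 others, as the mean root-mean-square difference over genes on the log2 scale. The array titled parg1-2 with elf18 lay nearest to parg1-2 with elf18 (0.385), then to Col-0 with elf18 (0.407), the condition its published ratios give. The array titled Col-0 with elf18 lay nearest to untreated parg1-2 (0.284), that titled untreated parg1-2 to Col-0 with flg22 (0.267), and that titled Col-0 with flg22 to Col-0 with 3MB (0.288), each the condition given by the published ratios. The array titled Col-0 with 3MB lay nearest to untreated parg1-2 (0.291), with untreated Col-0 at 0.300 and the condition of the published ratios, Col-0 with 3AB, at 0.324; the titled condition lay at 0.443, where the mapped arrays of 3MB were 0.363 apart. The array titled Col-0 with 3AB lay nearest to Col-0 with elf18 (0.338), with parg1-2 with elf18, the condition of the published ratios, at 0.355. These distances placed no array.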
